# Surgical Trauma in Mice Modifies the Content of Circulating Extracellular Vesicles

**DOI:** 10.3389/fimmu.2021.824696

**Published:** 2022-01-18

**Authors:** Souren Mkrtchian, Anette Ebberyd, Rosanne E. Veerman, María Méndez-Lago, Susanne Gabrielsson, Lars I. Eriksson, Marta Gómez-Galán

**Keywords:** circulating extracellular vesicles, surgery, proteomics, miRNA, alpha-synuclein

## Abstract

Surgical interventions rapidly trigger a cascade of molecular, cellular, and neural signaling responses that ultimately reach remote organs, including the brain. Using a mouse model of orthopedic surgery, we have previously demonstrated hippocampal metabolic, structural, and functional changes associated with cognitive impairment. However, the nature of the underlying signals responsible for such periphery-to-brain communication remains hitherto elusive. Here we present the first exploratory study that tests the hypothesis of extracellular vesicles (EVs) as potential mediators carrying information from the injured tissue to the distal organs including the brain. The primary goal was to investigate whether the cargo of circulating EVs after surgery can undergo quantitative changes that could potentially trigger phenotypic modifications in the target tissues. EVs were isolated from the serum of the mice subjected to a tibia surgery after 6, 24, and 72 h, and the proteome and miRNAome were investigated using mass spectrometry and RNA-seq approaches. We found substantial differential expression of proteins and miRNAs starting at 6 h post-surgery and peaking at 24 h. Interestingly, one of the up-regulated proteins at 24 h was α-synuclein, a pathogenic hallmark of certain neurodegenerative syndromes. Analysis of miRNA target mRNA and corresponding biological pathways indicate the potential of post-surgery EVs to modify the extracellular matrix of the recipient cells and regulate metabolic processes including fatty acid metabolism. We conclude that surgery alters the cargo of circulating EVs in the blood, and our results suggest EVs as potential systemic signal carriers mediating remote effects of surgery on the brain.

## Introduction

There is a growing body of evidence that aseptic tissue injuries including surgery are closely associated with rapid onset of structural and functional changes within the brain, predominately in regions involved in cognitive processes, that are dependent on periphery-to-brain signaling pathways (1–4). Using an animal model of orthopedic surgery, we have previously shown a profound astrocytic response in the hippocampal area entailing morphological, metabolic, and functional alterations in neuronal circuits involved in cognitive processing, including synaptic transmission and plasticity (5, 6). However, the nature of the systemic signals traveling to the brain and triggering the aforementioned functional alterations remains largely unknown. We have suggested that the surgery-mediated activation of the innate immune system, which, within hours, orchestrates an adaptive systemic inflammatory response (7) might be responsible for such periphery-to-brain signaling. While such instantaneous activation of the immune system is suggested to produce rapid changes on the molecular and cellular levels in the brain, the periphery-to-brain communication pathways associated with more long-lasting cognitive and behavioral effects remain unknown.

Emerging evidence suggests an important role of extracellular vesicles (EVs) in inter-cellular-tissue communications including periphery-to-brain signaling (8–10). It may therefore be hypothesized that EV-dependent signaling provides an alternative pathway that is responsible for long-term changes in higher brain functions after surgery (5, 6).

Circulating EVs can be produced by a variety of tissues, however, one of the main sources is the blood immune cells. These EVs are suggested to serve as important modulators of innate and adaptive immune responses (11). In addition, several studies indicate that peripheral inflammation can modify the cargo of the immune cell-produced EVs that can in an endocrine-like manner regulate intracellular processes in the distant tissues, including the brain (12).

Here, in this first exploratory study, we have mapped the proteome and miRNAome of circulating EVs at different time points after mouse orthopedic surgery to establish a potential correlation/association with the temporal kinetics of the surgery-triggered systemic inflammatory response, brain dysfunction as previously described in a surgical animal model.

## Materials and Methods

### Animals

14–16 weeks old male C57BL6 (Janvier, Germany) mice were housed five per cage under temperature- and humidity-controlled conditions in a 12 h light/dark cycle and fed standard rodent chow and water *ad libitum*.

All experiments were approved by the Local ethics Committee for Animal Research of Stockholm North and Karolinska Institutet in Sweden.

### Surgery

The open stabilized tibia fracture was performed as previously described (5). Briefly, under the isoflurane anesthesia (2.1% inspired concentration in 0.30 FiO2) and analgesia (buprenorphine, 0.1 mg/kg, s.c.) a longitudinal incision was made on the left hind paw and the muscles were disassociated. A 0.38 mm stainless steel pin was then inserted in the intramedullary canal with the subsequent osteotomy. The wound was irrigated, sutured with 6-0 Prolene, and mice were allowed to recover in a warm box before returning to the home cage. The temperature was monitored and maintained at 37°C with the aid of a warming pad and temperature-controlled lights (Harvard Apparatus).

Animals from the surgery pool were randomly divided into three groups depending on the time point at which the blood sampling was performed: 6- (S6h), 24- (S24h), and 72 h (S72h) post-surgery. Each experimental group included 6 animals (in the mass spectrometry and NTA analysis the C6h group consisted of 7 animals). The S24h and S72h groups received a daily dose of analgesia to avoid possible effects of pain on the brain. Control mice received an equal volume of saline (s.c.). To avoid experimental variation over time, control animals from the same batch of animals were assigned to each of the groups (C6h and C24-72h) and received a daily injection of saline (s.c).

### Serum Sampling

Animals were deeply anesthetized with pentobarbital (0.1 ml, ip) and blood was collected from the left ventricle of the heart with a 23-G needle attached to a 1 ml syringe and immediately transferred to a 1.5-ml Eppendorf tube. Blood was allowed to coagulate at room temperature for 45 min and posteriorly centrifuged at 3000 g for 10 minutes at 4°C. Supernatants (sera) were stored at -80°C until further use.

### Isolation of Extracellular Vesicles

EVs were isolated using the commercial kit ExoQuick ULTRA (System Biosciences Inc., Mountain View, CA).

Following the manufacturer’s protocol serum samples were cleared by centrifugation for 10 min at 12 000 g and transferred to a new tube. Immediately after that 67 µl of the ExoQuick buffer A was added to the 250 µl of the cleared serum, the mix was incubated for 30 min at 4°C and centrifuged at 3000 g for 10 min at 4°C. The supernatant was saved for further analyses as the EV-depleted serum (dEVs). EV-containing pellet was resuspended in the 200 µl of Buffer B and EVs were isolated using the purification columns from the kit in 500 µl of elution buffer. Both the EV isolated fraction and the dEV serum were stored at ‐80°C until further use.

We have submitted all relevant data of our experiments to the EV-TRACK knowledgebase (EV-TRACK ID: EV210383) (13).

### Nanoparticle Tracking Analysis

The size and particle concentration of the serum EVs were determined by nanoparticle tracking analysis(NTA) using an LM10 platform with an sCMOS camera from NanoSight Ltd. The samples were diluted in sterile-filtered PBS to a particle concentration of 5x10^8^ – 5x10^9^ particles/ml and analyzed with camera level 14 and detection threshold 3. For each sample, four consecutive videos were recorded in RT while injecting the sample with a syringe pump (speed 50).

The average from the four consecutive videos for each sample was calculated and posteriorly used for the visualization of the results as Concentration (particles/ml) vs. Particle Size (nm).

Due to a large number of samples (N=31), the NTA analysis was performed in two different sessions (run 1 and run 2). In run 1 we included the S6h (N=6) group together with its corresponding control group (C6h, N=7). In run 2 we included C24-72h (N=6), S24h (N=6), and S72h (N=6).

### Negative Stain Transmission Electron Microscopy

Three microliters of the EV sample were applied on glow discharged carbon-coated and formvar stabilized 400 mesh copper grids (Ted Pella) and incubated for approximately 30s. Excess of the sample was blotted off and the grid was washed with MilliQ water prior to the negative staining using 2% uranyl acetate. Transmission electron microscopy (TEM) imaging was done using Hitachi HT7700 (Hitachi High-technologies) transmission electron microscope operated at 100 kV equipped with a 2kx2k Veleta CCD camera (Olympus Soft Imaging System).

### Small RNA Sequencing

RNA isolation. RNA was isolated from all groups (N=6 in each group). Total RNA was extracted from the 200 µl of EVs fractions using the Exosomal RNA isolation kit from Norgen Biotek Corp. (Nordic BioSite AB, Täby, Sweden). RNA was eluted in a 25 µl of elution buffer and RNA concentrations were determined by Qubit 4 fluorometer (Invitrogen).

Library preparation. RNA quality was controlled with Agilent Bioanalyzer 2100 (Agilent, Palo Alto, CA) equipped with the small RNA chip. Small RNA libraries were constructed using the NEXTFLEX^®^ Small RNA-Seq Kit v3 (Bioo Scientic Corp., Austin, Texas, USA) according to the manufacturer’s protocol. Libraries were prepared with a starting amount of 2.3 ng of RNA and amplified in 22 PCR cycles. Amplified libraries were purified by running an 8% TBE gel and size-selected for insert sizes of 15-40 nt (library sizes of 143-168 bp).

Sequencing. All samples were pooled in equimolar ratio and sequenced on the Illumina NextSeq 500/550 high output flowcell, with a 75- cycle kit, single read for 84 cycles plus 7 cycles for the index read. Library construction, quality control, and sequencing were completed at the Genomics Core Facility, Institute of Molecular Biology GmbH (IMB), Mainz, Germany.

Bioinformatic analysis. The raw sequence reads in FastQ format were cleaned from adapter sequences and size-selected for 14-34 base-long inserts (plus 8 random adapter bases) using cutadaptv.2.4 (http://cutadapt.readthedocs.org) with parameters ‘-j 8 -a TGGAATTCTCGGGTGCCAAGG -m 22 -M 42’ followed by quality checks with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc). Read alignment to the mouse GRCm38/mm10 genome from Gencode release M25 (ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M25) with concomitant trimming of the 8 random bases was performed using Bowtiev.1.2.2 (https://bowtie-bio.sourceforge.net).

For miRNA-focused analysis, the genome-aligned reads in SAM format were selected in the size range 20-24 bases using GNUAwkand Samtoolsv.1.10 (https://www.htslib.org), converted into sorted BAM files with Samtools, and read counts were summarized either per miRNA locus or per mature miRNA using featureCountsusing miRNA annotation either from Gencode M25 or from miRbase v.22 (ftp://mirbase.org/pub/mirbase/22/genomes/mmu.gff3). The miRbase annotation was converted from GFF3 into GTF format for use with featureCountsusing, the Bioconductor package rtracklayerin R v.3.6.0.

The expression of miRNAs was normalized as counts per million reads (CPM). The value of 10 CPM was chosen as a cut-off margin for filtering out the low-expression genes. Differential expression analysis was carried out with DESeq2 v.1.26.0 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) as implemented in the online tool iDEP (http://bioinformatics.sdstate.edu/idep) using a significance cut-off of 5% false discovery rate (FDR). Since no statistical difference was found between the two control groups (C6h and C24-72h), in order to simplify the miRNA differential expression analysis, only one set of controls (C6h, N=6) was selected and hereafter referred to as Control.

The fold change (FC) threshold for selecting differentially expressed genes was ≥1.5. Heat maps of differentially expressed genes and principal component analysis (PCA) using log2 normalized CPM expression values were generated using Qlucore Omics Explorer 3.2 (Qlucore, Lund, Sweden). Log2-transformed CPM values were used to generate Volcano plots (RStudio v 1.4.1717, PBC).

The miRNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus (14) and are accessible through GEO Series accession number GSE115440).

### Liquid Chromatography-Tandem Mass Spectrometry–Based Proteome Analysis

Protein identification and quantification were carried out at the Proteomics Biomedicum core facility, Karolinska Institutet (https://ki.se/en/mbb/proteomics-biomedicum). Details of the sample preparation, peptide labeling with TMTpro mass tag reagent and subsequent separation of labeled peptides on EASY-Spray C18 column and mass spectra acquisition on Orbitrap Q Exactive HF mass spectrometer (ThermoFisher Scientific) are described in the **Supplementary File S1**. As the TMT-labeled experiments allow a maximum of 16 samples that could be analyzed simultaneously, the data were acquired from two independent runs, with C6h and S6h samples assigned for the first run, and the C24-72h, S24h and S72h samples assigned for the second run. Acquired raw data files were analyzed using Proteome Discoverer v2.4 (ThermoFisher Scientific) with Mascot Server v2.5.1 (Matrix Science Ltd., UK) search engine against mouse protein database (SwissProt). Initial search results were filtered with 5% FDR using the Percolator node in Proteome Discoverer. Quantification was based on the reporter ion intensities, which were log2 and quantile normalized and analyzed for the differential expression of proteins with GraphPad Prism (v. 9.1.1) using multiple unpaired t-tests analysis with FDR set to 5%. Quantile normalized and log2-transformed protein abundances were used to generate Volcano plots (RStudio v 1.4.1717, PBC).

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE (15) partner repository with the dataset identifier PXD030167

### miRNA qPCR

TaqMan^®^ Advanced miRNA Assays (Applied Biosystems, ThermoFisher Scientific) were used for validation of miRNA-seq results. cDNA templates from the selected EV total RNA samples were prepared using the TaqMan^®^ Advanced miRNA cDNA Synthesis kit. The resulting cDNAs were amplified using 7500 Real-Time PCR System (Applied Biosystems, ThermoFisher Scientific) and the following TaqMan^®^ Advanced miRNA Assays: mmu-miR-143-3p (assay ID, mmu480935_mir), mmu-miR-499-5p (mmu482780_mir), mmu-miR-375-3p (mmu48114_mir), mmu-miR-1a-3p (mmu482914_mir), mmu-miR-541-5p (mmu481211_mir).

All samples were amplified in triplicate. Mmu-miR-103-3p was chosen as the housekeeping miRNA based on the analysis of expression stability of several miRNAs using the RefFinder tool (https://www.heartcure.com.au/reffinder/). The relative abundance of each miRNA was estimated according to the 2^–ΔΔCt^ method.

### Bead-Based Purification of EVs

Streptavidin-coated magnetic beads (SVMS-40-10, Spherotech) were coated with the biotinylated CD63 (clone MEM-259, BioSite Flow), CD9 (clone HI9a, Biolegend), and CD81 (clone M38, BioSite Flow) antibodies as it is described elsewhere (16). EVs (15 µg of total protein) from C24-72h and S24h groups were incubated overnight with antibody-coated beads. A sample with no EVs was included as a negative control. Beads were recovered on a magnetic stand, resuspended in RIPA buffer (Abcam) including protease and phosphatase inhibitors (Roche), sonicated, vortexed, and centrifugated at 10000 g. The supernatant containing EVs’ proteins was collected for the α-synuclein immunodetection.

### Western Blot

EVs, dEVs, and serum samples were solubilized with 2% SDS or RIPA buffer and thoroughly vortexed. Protein concentration was determined using the micro BCA Protein Assay Kit (Thermo Scientific) and samples containing equal amounts of protein (5 µg) were resolved by SDS-PAGE and transferred to a PVDF membrane (Invitrogen). Depending on the secondary antibodies (HRP- or IRDye-conjugated) protein bands were detected using either enhanced chemiluminescence reagents (GE Healthcare) and ChemiDoc MO analyzer (Bio-Rad) or Odyssey infrared fluorescence detection system (LI-COR, Lincoln, NE, USA).

The following primary antibodies were used at a 1:500 dilution: CD81 (sc-166029, Santa Cruz Biotechnology), HSP70 (ab181606, Abcam), CD63 (ab59479, Abcam), α-syn (610786, BD Bioscience).

### Statistics

For the statistical analyses of miRNA qPCR experiments we have used ANOVA one-way test followed by Dunnett’s multiple comparisons test (Graph Pad Prism v. v. 9.1.1). Data are presented as means ± SEM. P<0.05 was considered significant.

## Results

### Characterization of EVs

EVs were isolated from the blood serum with further characterization of EVs and analyses of the EV cargo as schematically presented in **Figure 1**.

**Figure 1:**
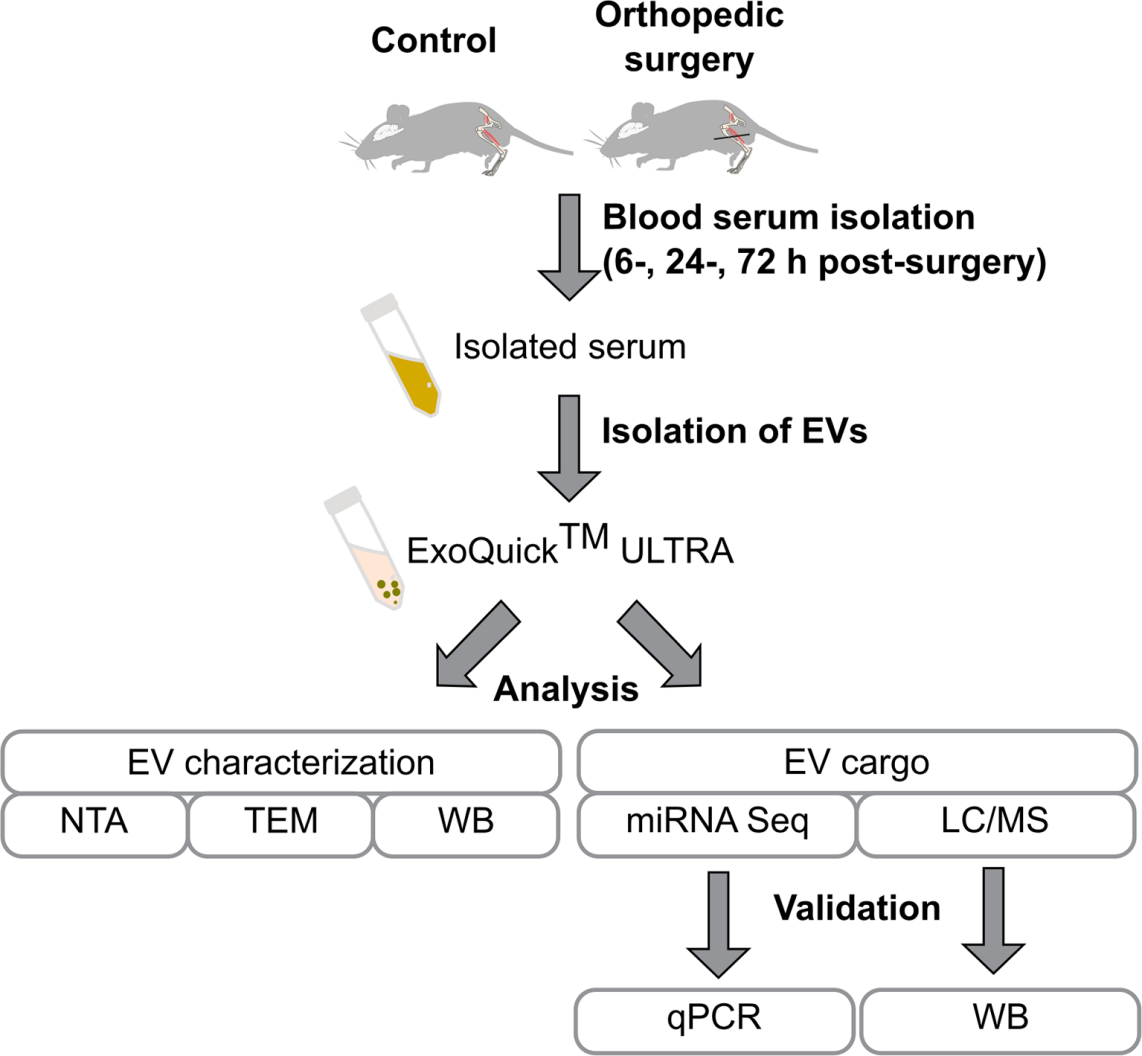
Flowchart of the study design. Mice were subjected to tibia surgery, blood was collected from the control and surgery animals after 6, 24, and 72 h post-surgery. Isolated blood serum was used for the purification of EVs using the ExoQuick ULTRA kit. EVs were characterized by Nanoparticle Tracking Analysis (NTA), transmission electron microscopy (TEM), and identification of EV enriched proteins by western blot. EVs’ proteome and miRNAome were investigated by LC/MS and RNA-seq and findings were validated by qPCR and western blot.

Isolated EVs were characterized using different approaches: transmission electron microscopy (TEM), Nanoparticle Tracking Analysis (NTA), and immunochemical detection of EV enriched proteins (western blot).

TEM was performed in C24-72h (N=4) and S24h (N=4) groups and no differences were observed regarding the number, morphology, and size of the detected particles (data not shown). **Figure 2A** shows a representative TEM image from a control mouse demonstrating the presence of particles ranging from 30 to 150 nm, which is a common pattern for the EVs isolated using the ExoQuick kit (17). In addition, these particles appear to be encircled by the membranous structures, identifying them as typical extracellular vesicles (**Figure 2A**, right panel).

**Figure 2:**
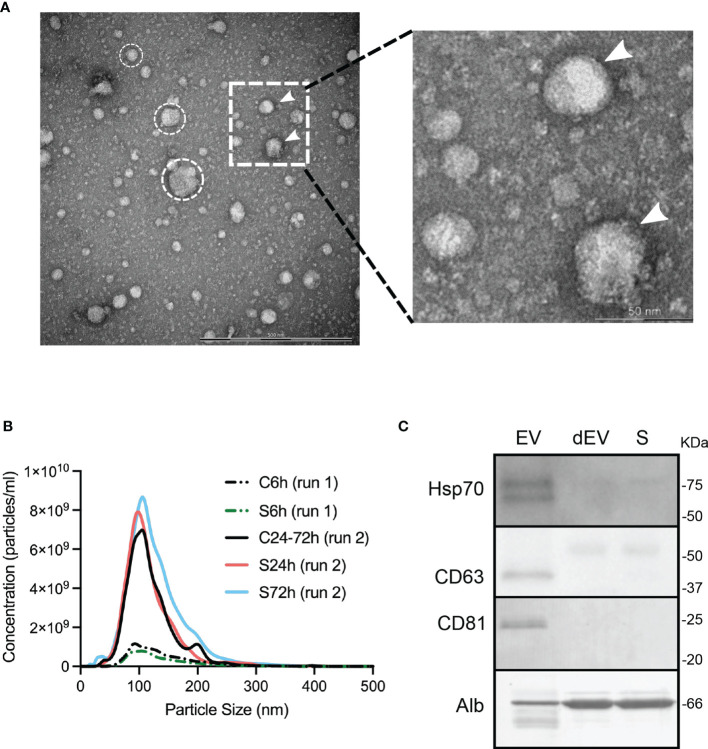
Characterization of circulating EVs. **(A)** TEM image of the isolated particles, scale bar, 500 nm. Encircled are representative spherical particles. White arrows indicate putative lipid bilayers of EVs. The dotted insert is represented in higher magnification on the right panel. **(B)** Representative size distribution profile of isolated particles and their concentrations estimated by NTA. However, no differences in the control vs. S6h and the control vs, S24h and S72h comparisons were detected. **(C)** Western blot identification of EV enriched proteins and albumin. SDS-PAGE for CD63 western blot was run under non-reducing conditions. dEV, serum depleted of EVs, S, serum.

NTA analysis, which determines the size distribution and the number of isolated particles (particles/ml), was performed on all samples but in two different sessions (run 1 or run 2; see Methods). The size distribution of the isolated EVs’ particles was similar for all the experimental groups, independently of the assigned session. In all cases, the averaged particle size distribution ranged between 50-200 nm with the size of the most frequently detected particle (mode) close to 100 nm (**Figure 2B**). The average concentration of the particles was also similar between the control and surgical groups within the same session (run1: C6h vs S6h and run 2: C24-72h vs S24h and S72h). However, we found considerable differences in the number of particles detected during the different sessions (**Figure 2B**). This difference is probably due to the intrinsic high variability associated with the NTA method itself, which makes this method not suitable for the comparison of particle concentrations between the groups.

Finally, two EV enriched proteins, CD63 and CD81, known to be located on the surface of EVs, and an intra-vesicular protein, HSP70 were identified in the lysed EVs by western blot (**Figure 2C**). At the same time, the abundant serum protein, albumin was substantially depleted from the EV fraction (**Figure 2C**). It can be concluded that all the above-mentioned EV characteristics including the size and morphology of isolated particles, and the presence of EV enriched proteins are identical to the ones described by other groups using similar isolation methods (17).

### Surgery Effects on the Proteome of Serum EVs

The EV proteome was investigated using the LC-Tandem Mass Spectrometry approach (for details see *Materials and Methods* and **Supplementary File S1**). Analysis of the acquired data identified 343 proteins in the samples from the first run (C6h and S6h) and 417 proteins in the samples from the second run (C24-72h, S24h and S72h) (see *Materials and Methods*) (**Supplementary Tables S1**, **S2**). Although several of them can be related to the pool of common serum proteins (albumin, apolipoproteins, and various chains of immunoglobulins), the gene ontology (GO) analysis identified many GO cellular component terms that can be specifically associated with EVs (**Table 1**). The most prominent EV-related groups are the late endosome lumen, blood microparticle, and the integrin alpha9-beta1 complex. The latter includes three integrins: Itgβ1, Itgβ3, and Itgα2b, characteristic EV surface proteins that facilitate the interaction of EVs with the extracellular matrix of the target tissues and even function as organotropic cues (18).

**Table 1:** Gene ontology (cellular component category) analysis of the differentially expressed EV proteins at 24 h post-surgery.

Gene onthology_cell component	Fold enrichment	FDR
late endosome lumen (GO:0031906)	54.02	3.83E-02
other organism part (GO:0044217)	54.02	3.79E-02
membrane attack complex (GO:0005579)	54.02	1.02E-07
fibrinogen complex (GO:0005577)	54.02	1.34E-06
myosin II filament (GO:0097513)	54.02	3.04E-03
integrin alpha9-beta1 complex (GO:0034679)	54.02	3.75E-02
blood microparticle (GO:0072562)	43.22	2.55E-08
spherical high-density lipoprotein particle (GO:0034366)	40.52	4.12E-06
intermediate-density lipoprotein particle (GO:0034363)	36.02	6.07E-04
proteasome core complex, alpha-subunit complex (GO:0019773)	33.77	8.03E-05
extrinsic component of external side of plasma membrane (GO:0031232)	30.01	1.19E-04

Proteins are ranked according to the fold enrichment of the corresponding cellular component term (http://geneontology.org/).

Comparison of the different experimental groups using the principal component analysis (PCA) demonstrates separation of the 6- and 24 h post-surgery group from the corresponding control samples, C6h and C24h-72h, respectively (**Figure 3**). Based on these data it was expected that most of the differentially expressed proteins would appear in the 24 h samples. Indeed, the expression levels of 12 proteins were found to be significantly different from the controls (FC>1.5, FDR<0.05) (**Figure 4A**, **Supplementary Table S3**). In addition, three different isoforms of glycogen phosphorylase (PYG) were also differentially expressed at 6 h post-surgery, of which the muscle isoform remains up-regulated even after 24 h (**Figure 4A** and **Supplementary Table S3**). These data can be better represented by the Volcano plots that enable quick visual identification of the up-and down-regulated proteins (**Figure 4B**). Interestingly, one of the top up-regulated proteins in the 24 h group was α-synuclein (α-syn), a protein whose expression is largely associated with neural tissues (right panel in **Figures 4B, C**).

**Figure 3:**
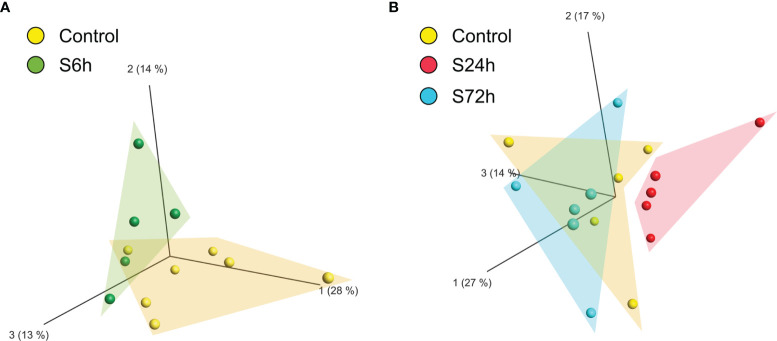
Principal component analysis (PCA) of the proteomic data of circulating EVs. LC/MS produced quantitative proteomic data (protein abundances) were quantile normalized, log2-transformed, and used by Qlucore software for creating the PCA plots. **(A)** Control and 6 h post-surgery (S6h) experimental group form individual clusters. **(B)** Control and S24h groups are completely separated whereas the S72h group overlaps with the control samples.

**Figure 4:**
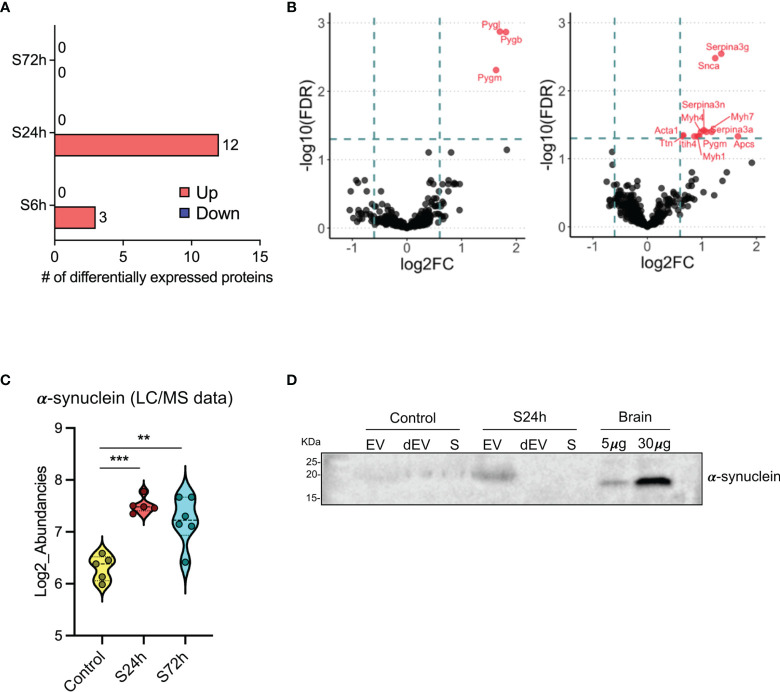
Differential expression of proteins in the post-surgery circulating EVs. **(A)** Bar diagram representing the number of differentially expressed proteins in the 6, 24, and 72 h post-surgery groups compared to the control values as assessed by GraphPad Prism (v. 9.1.1) using multiple unpaired t-tests analysis with FDR < 0.05 and fold change (FC) > 1.5. (*Materials and Methods*). **(B)** Volcano plots showing the differentially expressed proteins at 6h (left) and 24h (right) post-surgery compared to their corresponding control groups (C6h and CS24-72h). Dotted lines represent FC > 1.5 threshold (log2-FC) and FDR <0.05 (-log10FDR), respectively. **(C)** Differential expression of α-synuclein in the EVs from S24h and S72h groups using log2-transformed LC/MS data. **(D)** α-synuclein expression validation by western blot. Mouse brain (hippocampus) homogenate was used as a positive control. SDS-PAGE was run under non-reducing conditions. dEV, serum depleted of EVs, S, serum. Snca in the 24h Volcano plot is the official gene symbol for α-synuclein (α-syn). **p < 0.005, ***p < 0.0005.

To confirm the EV origin of the α-syn we have analyzed serum, EVs, and dEVs samples from C24-72h and S24h groups by western blot. The α-syn signal was detected in the EV fraction from the 24 h surgical mouse, whereas it was absent in the serum and dEVs samples (**Figure 4D**). In the EVs from the control mouse, the signal was weak but detectable in all the samples. These data are complemented by yet another western blot analysis of the EVs that were additionally purified using magnetic beads coated with CD63, CD9, CD81 antibodies (see *Materials and Methods*). α-syn was identified in such enriched EVs from both control and 24 h surgical groups (**Supplementary Figure S1**). However, contrary to the MS data, we did not observe similar quantitative changes between the control and surgical mice. This is probably due to several reasons, such as the semiquantitative nature of the western blot and the difficulty to accurately quantify the low protein amounts after the EV enrichment.

### Surgery Effects on the miRNAome of Serum EVs

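Small RNA libraries of serum EVs from 24 mice were compared, with 6 mice in each of the Control, S6h, S24h and S72h groups. The surgery groups underwent an open stabilized tibia fracture, and their blood was sampled 6 h, 24 h or 72 h later. The surgery was done under isoflurane anesthesia with buprenorphine, and the S24h and S72h groups also received a daily dose of analgesia. The Control group received saline. Total miRNA counts per library were 63956 to 263211 in the Control group (median 117578), 102568 to 471801 in the S6h group (median 177468), 66652 to 143856 in the S24h group (median 75030) and 65017 to 245013 in the S72h group (median 94427.5). The log2 totals of the surgery groups were not distinguished from those of the Control group (exact permutation tests, two-sided, adjusted p = 0.331, 0.331 and 0.652 at 6 h, 24 h and 72 h). The authors removed adapters with cutadapt, aligned the reads to the mouse genome GRCm38 with Bowtie, kept reads of miRNA length and counted them per mature miRNA with featureCounts. The deposited values were raw counts for 1966 mature miRNAs, of which 667 had at least 1 count in the 24 libraries. The paper's text does not state how reads that align to several loci were counted or whether strand was used. Values of mmu-miR-486a-5p and mmu-miR-486b-5p, mmu-miR-199a-3p and mmu-miR-199b-3p, mmu-miR-378a-3p and mmu-miR-378c, the let-7 family, and miRNAs with several loci such as mmu-miR-16-5p, mmu-miR-26a-5p and mmu-miR-1a-3p are therefore uncertain. Groups were compared with edgeR's quasi-likelihood test after TMM scaling, in a joint fit of the 4 groups. A miRNA was called dysregulated at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change above 1.5 in either direction. The Control libraries came from the C6h mice. By the paper's methods, each set of controls, C6h and C24-72h, shared a batch of animals with the surgery groups it served. The surgery mice were divided at random among the times. On this reading S6h shares its batch with C6h, and S24h and S72h with the C24-72h mice, which were not analysed here. The paper states that both control groups did not differ statistically. In the libraries used here, a difference between the batches of animals cannot be told apart from a difference between 24 h or 72 h and the Control group. Effects of the anesthesia and of the analgesia cannot be told apart from those of surgery either.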

Next-generation sequencing of small RNA libraries detected a mix of various RNA species including approximately 10% of mature miRNAs (**Figure 5A**). 

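The miRNAs with at least 10 CPM in at least 12 of the 24 libraries numbered 252 and held 99.7% of all counts. Their counts equalled those of Supplementary Table S4 for 252 of 252 miRNAs. A minimum of 10 CPM in each of the 24 libraries left 117 miRNAs, and in at least 6 libraries it left 323. At these depths 10 CPM was 0.640 to 4.72 counts per library and under 1 count in 9 libraries, so a miRNA near the threshold was seen in some libraries by a few reads. Counts of a few miRNAs made up much of some libraries, with mmu-miR-122-5p at 29.8% of the counts of S72h replicate 4, whose TMM factor was 0.599. The 8 measured miRNAs of an erythrocyte list made up 18.4% ± 3.51 of the counts in the Control group, 14.5% ± 2.90 in S6h, 9.45% ± 4.26 in S24h and 10.7% ± 5.25 in S72h (SD, n = 6 mice each). A hemolysis index, log2(CPM + 1) of mmu-miR-451a minus that of mmu-miR-23a-3p, was -0.21 ± 0.97 in the Control group, -0.78 ± 0.31 in S6h, -1.27 ± 0.57 in S24h and -0.73 ± 0.60 in S72h (SD, n = 6 each). None of its differences from the Control group passed an exact permutation test (two-sided, -0.57 with adjusted p = 0.290, -1.06 with 0.110 and -0.52 with 0.290). The difference at 24 h was -1.25 without S24h replicate 1, with an adjusted p = 0.0455 from the same exact test. Set against all other counts, mmu-miR-451a differed by -1.33 at 24 h (exact permutation test, two-sided, adjusted p = 0.0195). The 6 measured miRNAs of a skeletal and cardiac muscle list made up 5.58% ± 2.01, 15.3% ± 8.46, 3.03% ± 1.05 and 6.02% ± 8.85 of the counts in the Control, S6h, S24h and S72h groups (SD, n = 6 each).

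**Figure D1:**
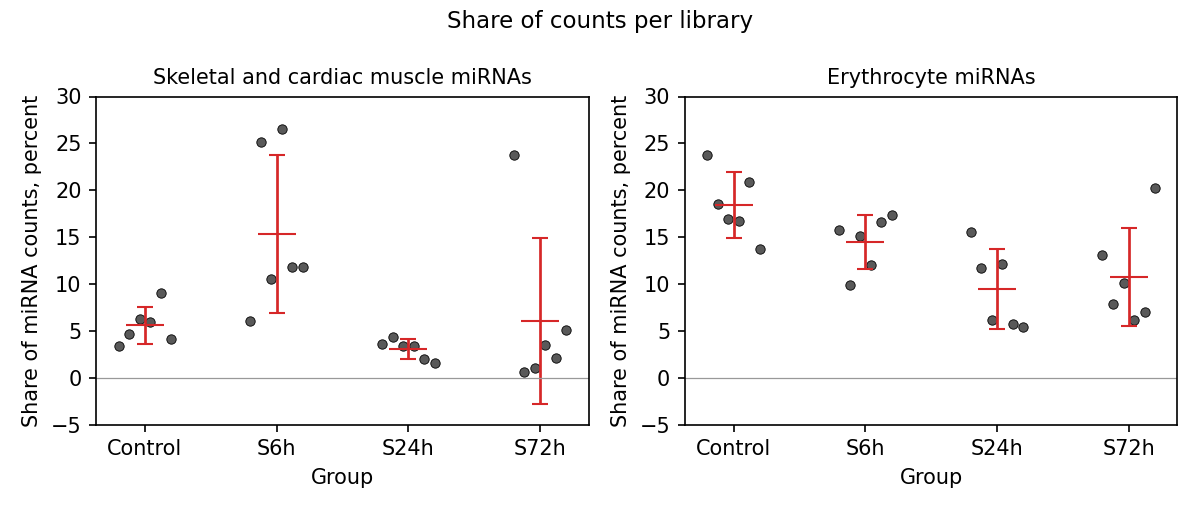
Share of miRNA counts, in percent, of the erythrocyte list and of the skeletal and cardiac muscle list in each group. Each point is the library of 1 mouse (n = 6 per group), and the red line and bars are the mean ± SD; the lower SD bar of the muscle list in the S72h group reaches below 0, and S72h replicate 1 lies at 23.8%.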

After removing miRNAs below the expression threshold (see *Materials and Methods*) the remaining 252 miRNAs were chosen for further analysis (**Supplementary Table S4**). 

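In a PCA of log2(CPM + 1) of the 252 miRNAs, centred per miRNA, the leading component (PC1) held 16.0% of the variance, PC2 8.66% and PC3 7.34%. The mean PC1 score was -10.9 ± 6.03 in the Control group, -11.6 ± 3.99 in S6h, 17.2 ± 6.84 in S24h and 5.33 ± 11.8 in S72h (SD, n = 6 libraries each). The S24h group lay 28.1 above the Control group (exact permutation test, two-sided, adjusted p = 0.00866), and every S24h library scored higher than every Control library. The unadjusted p of 0.00216 is the smallest that 6 mice against 6 allow. The S72h group lay 16.2 above the Control group (exact permutation test, two-sided, adjusted p = 0.0216), which became 16.4 with an adjusted p = 0.0563 by the same exact test without Control replicate 4. The S6h group differed from the Control group by -0.68 (exact permutation test, two-sided, adjusted p = 0.825). Over all components, the mean of the Control libraries lay 16.8 from that of S6h, 31.6 from that of S24h and 23.5 from that of S72h. For each of the 6 Control libraries, the nearest other library was of the S6h group, and so it was for each of the 6 S6h libraries. The S6h group had the highest median total (177468 counts), and whether nearness followed depth was not tested.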

PCA demonstrates clear separation of the control samples from the S24h and S72h groups, whereas the S6h group was clustered closer with the control samples (**Figure 5B**). At the same time, there is a partial overlap between the 24 and 72 h groups. 

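The PC1 scores of the S72h group lay -11.8 from those of the S24h group, a difference that did not pass the exact permutation test (two-sided, adjusted p = 0.0837). It was -15.0 without S72h replicate 2 and -14.4 without S72h replicate 5, with adjusted p = 0.0289 and 0.0462 from the same exact test. The means of the S72h and S24h groups lay 22.7 apart over all components. The nearest library of each of the 6 S24h libraries was of the S72h group, while the nearest library of S72h replicate 2 was of the S24h group and those of S72h replicates 1 and 6 were of the S6h group. In a direct comparison of the S72h and S24h groups, edgeR called 1 miRNA, mmu-miR-541-5p, with 127 counts in the S72h libraries and 0 in the S24h libraries. Its level was at least 33.1-fold higher in the S72h group (a floor of 3 counts over the S24h group, edgeR adjusted p = 0.000793, DESeq2 adjusted p = 8.83e-06, limma-voom adjusted p = 0.250), and 5 of the 6 S72h libraries held counts of it. DESeq2 called 3 miRNAs higher and 1 lower in this comparison, and limma-voom called 0, with 23 at an unadjusted p under 0.05 against 26 by edgeR. The edgeR count was 2 without S6h replicate 3, S24h replicate 2, S24h replicate 6 or S72h replicate 5, and 4 without S72h replicate 2. With only these groups in the fit edgeR called 0, with 17 at an unadjusted p under 0.05, and without a filter on low counts it called 4.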

Further analysis confirmed this trend, revealing the presence of 50 dysregulated miRNAs (FC>1.5, FDR<0.05) in the EVs from the S24h group (**Supplementary Table S5**). 

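Compared with the Control group, 10 miRNAs were up-regulated and 21 were down-regulated in the S24h group, 31 of the 252 tested (edgeR, n = 6 mice per group). mmu-miR-541-5p had 278 counts in the Control libraries and 0 in the S24h libraries, which makes it at least 64.8-fold lower (a floor of 3 counts over the group; floors and counting intervals cover counting error only). Its adjusted p from edgeR was 0.000114. mmu-miR-27b-3p had a log2 fold change of -1.88 (standard error 0.33, edgeR adjusted p = 0.000114), mmu-miR-143-3p of -3.25 (0.56, 0.000611) and mmu-miR-22-3p of -1.69 (0.36, 0.00106). Among the up-regulated miRNAs, mmu-miR-320-3p had a log2 fold change of 1.19 (standard error 0.29, edgeR adjusted p = 0.00448), mmu-miR-423-3p of 1.18 (0.29, 0.00562) and mmu-let-7b-5p of 1.04 (0.27, 0.00743). mmu-let-7b-5p rose from 22668 ± 5283 CPM in the Control group to 51367 ± 10583 CPM in the S24h group (SD, n = 6 each). Each of the 21 down-regulated miRNAs was lower than the Control mean in 6 of 6 S24h libraries, and each of the 10 up-regulated miRNAs was higher in 6 of 6. The ranges of both groups did not overlap for 12 of the 252 miRNAs tested, where chance gives 0.216% of miRNAs, and all 12 were among the 31. mmu-miR-185-5p (log2 fold change 1.25) was not called without Control replicate 2 or S24h replicate 3 (edgeR adjusted p = 0.0571 and 0.0832), and mmu-miR-151-5p (1.00) was not called without Control replicate 1, 3 or 5 or S24h replicate 4 or 5 (adjusted p = 0.0551 to 0.0734) or without a filter on low counts (0.0820). DESeq2 called 23 miRNAs higher and 27 lower, and limma-voom 17 and 30. The median log2 fold change of all 252 miRNAs was -0.21 with TMM, -0.06 with RLE scaling, -0.03 with no scaling and 0.08 with upper-quartile scaling, so the split between directions moved with the scaling. RLE scaling gave 20 higher and 22 lower, no scaling 16 and 21, upper-quartile scaling 26 and 20, and the filterByExpr filter 19 and 19. With the hemolysis index as a covariate, edgeR called 6 miRNAs, 0 of them higher, among them mmu-miR-541-5p, mmu-miR-27b-3p, mmu-miR-143-3p, mmu-miR-29a-3p and mmu-miR-215-3p. Of the 26 calls lost, 25 had a smaller log2 fold change with the covariate (4 of the 26 moved by less than 10%), 24 had a larger standard error, and 23 were still at an unadjusted p under 0.05. The median size of the log2 fold change of the 31 was 1.05 with the covariate and 1.42 without it. With it, the calls of mmu-let-7b-5p, mmu-miR-320-3p, mmu-miR-423-3p and mmu-miR-22-3p were lost (edgeR adjusted p = 0.128, 0.107, 0.160 and 0.150), as were those of mmu-miR-185-5p (0.164) and mmu-miR-151-5p (0.173), at log2 fold changes of 0.85, 0.99, 0.78, -0.94, 1.02 and 0.86 in this order.

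**Figure D2:**
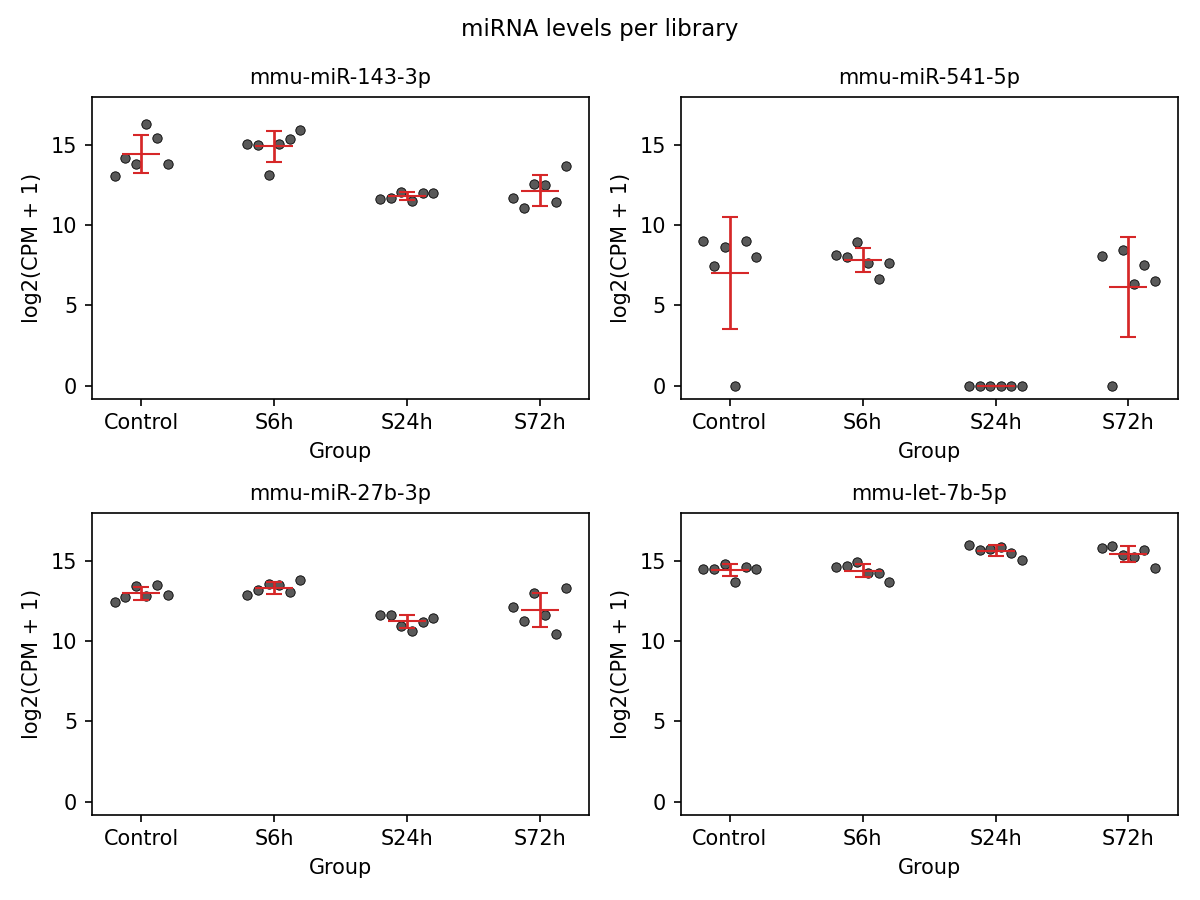
Levels of mmu-miR-143-3p, mmu-miR-541-5p, mmu-miR-27b-3p and mmu-let-7b-5p, as log2(CPM + 1), in the Control, S6h, S24h and S72h groups. Each point is the library of 1 mouse (n = 6 per group), and the red line and bars are the mean ± SD; mmu-miR-541-5p lies at 0 in the 6 S24h libraries.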

The surgery effect declines after 72 h as judged by the lower number of dysregulated miRNAs (21) observed in the S72h group (**Figure 6A** and **Supplementary Table S5**). These data are graphically interpreted by the plot showing temporal kinetics of the fold changes of dysregulated miRNAs with peak values at 24 h, which decrease after 72 h almost to the baseline levels (**Figure 6B** and **Supplementary Table S5**), and by the corresponding Volcano plots (**Figure 6C**). 

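At 72 h post-surgery edgeR called 8 miRNAs, 4 up-regulated and 4 down-regulated, of the 252 tested (n = 6 mice per group). mmu-let-7b-5p had a log2 fold change of 1.14 (standard error 0.27, adjusted p = 0.0274 from edgeR, higher in 6 of 6 libraries) and mmu-miR-143-3p of -2.38 (0.54, 0.0274, lower in 6 of 6). mmu-miR-26a-5p had a log2 fold change of 1.10 (standard error 0.30, edgeR adjusted p = 0.0317, higher in 5 of 6 libraries), and its level was 26377 ± 11349 CPM in S72h and 13152 ± 4492 CPM in the Control group (SD, n = 6 each). mmu-let-7c-5p and mmu-miR-423-3p had log2 fold changes of 0.92 and 1.02 (standard errors 0.25 and 0.29, edgeR adjusted p = 0.0317 and 0.0378), and mmu-miR-10b-5p and mmu-miR-16-5p of -1.21 and -1.01 (0.33 and 0.29, 0.0317 and 0.0378), each in the same direction in 6 of 6 libraries. mmu-miR-511-5p had 1 count in the S72h libraries and 76 in the Control libraries, a ratio of 68.1 (95% counting interval 11.9 to 2724, edgeR adjusted p = 0.0317). DESeq2 gave mmu-miR-511-5p no adjusted p because of its independent filtering. By DESeq2, 13 miRNAs were higher and 8 lower, and by limma-voom 7 and 3. No scaling gave 1 higher and 3 lower, upper-quartile scaling 16 and 5, and the filterByExpr filter 17 and 6, with medians over all miRNAs of -0.06 with TMM, -0.15 with no scaling and 0.12 with upper-quartile scaling. With only the S72h and Control groups in the fit edgeR called 0 miRNAs, with 44 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0918, and with the hemolysis index as a covariate it called mmu-miR-143-3p alone. With the covariate the log2 fold changes were 1.02 for mmu-let-7b-5p, 0.93 for mmu-miR-26a-5p, 0.81 for mmu-let-7c-5p, 0.84 for mmu-miR-423-3p, -0.77 for mmu-miR-16-5p and -0.89 for mmu-miR-10b-5p (edgeR adjusted p = 0.0825, 0.0967, 0.0967, 0.0967, 0.111 and 0.188), and mmu-miR-511-5p had an adjusted p = 0.0825. No scaling ended the calls of mmu-let-7c-5p, mmu-miR-26a-5p and mmu-miR-423-3p (edgeR adjusted p = 0.0727 each) and mmu-miR-16-5p (0.0690), limma-voom those of mmu-miR-26a-5p and mmu-miR-10b-5p (0.0594 each), no filter those of mmu-miR-10b-5p (0.0560), mmu-miR-423-3p (0.0897) and mmu-miR-16-5p (0.0886), upper-quartile scaling that of mmu-miR-16-5p (0.0640), and 10 CPM in 6 libraries and the erythrocyte list left out that of mmu-miR-423-3p (0.0556 and 0.0520). The count of 8 became 13 without Control replicate 3, 4 without Control replicate 4, 5 or 6, 17 without S24h replicate 6, and 20, 4, 1, 5, 0 and 14 without S72h replicate 1, 2, 3, 4, 5 and 6, with 39 at an unadjusted p under 0.05 where it was 0. Without S72h replicate 5 the edgeR adjusted p was 0.0616 for mmu-let-7b-5p, 0.0636 for mmu-miR-143-3p and 0.0636 for mmu-miR-511-5p; mmu-miR-143-3p was also lost without S72h replicate 3 (0.0512) and mmu-miR-511-5p without S72h replicates 2 (0.0541) or 3 (0.0530). The calls of mmu-miR-26a-5p and mmu-let-7c-5p were lost without Control replicate 4, 5 or 6 or S72h replicate 2, 3, 4 or 5 (0.0512 to 0.0696), that of mmu-miR-423-3p without Control replicate 2, 4, 5 or 6 or S72h replicate 2, 3 or 5 (0.0512 to 0.109), that of mmu-miR-16-5p without Control replicate 2, 4, 5 or 6 or S72h replicate 2, 3, 4 or 5 (0.0522 to 0.115) and that of mmu-miR-10b-5p without Control replicate 4 or 5 or S72h replicate 3, 4 or 5 (0.0530 to 0.125). From the lower number of dysregulated miRNAs at 72 h than at 24 h, the paper concludes that the effect of surgery declined. It also rests this on fold changes that peaked at 24 h and, as it describes them, later came close to baseline.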

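The 21 miRNAs down-regulated at 24 h had median log2 fold changes of -0.03 at 6 h, -1.69 at 24 h and -0.86 at 72 h, each against the Control group. All 21 were closer to 0 at 72 h than at 24 h, all 21 kept their sign, and 4 of them lay within 0.5 of 0 at 72 h. The 10 miRNAs up-regulated at 24 h had medians of -0.05, 1.11 and 1.00, and 6 of the 10 were closer to 0 at 72 h, with a median difference between the times of -0.03. None of the 10 lay within 0.5 of 0 at 72 h. The miRNAs were chosen on the 24 h values, which inflates these in comparison with the other times. The same Control libraries entered the 24 h and 72 h comparisons. A chance deviation in them moves both fold changes the same way, away from 0 for miRNAs chosen at 24 h. Kept signs and distance from 0 at 72 h are therefore not independent of the 24 h values. Tested directly between 72 h and 24 h, 1 of the 21 down-regulated and 0 of the 10 up-regulated miRNAs differed by edgeR. The median difference of the 21 was 1.00, and edgeR recovered 11.0% of simulated changes of that size, so few calls do not speak against a return. As a list, the paper's 27 down-regulated miRNAs, chosen on the 24 h values, were higher at 72 h than at 24 h by limma's camera (adjusted p = 4.42e-14). With an estimated correlation the adjusted p was 0.0348, and 0.0732 by limma-voom. Of the 23 miRNAs that the paper lists as up-regulated at 24 h, 15 were closer to 0 at 72 h (medians 1.08 and 0.99), and of its 27 down-regulated ones, 27 were (medians -1.69 and -0.87). Within 0.5 of 0 at 72 h lay 1 of these 23 and 6 of these 27, where the paper describes values almost at baseline. Because the shared Control libraries can hold these values away from 0, the counts do not decide against that description.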

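Of the 8 miRNAs that edgeR called at 72 h, 6 were also called at 24 h, all in the same direction. These were mmu-let-7b-5p, mmu-let-7c-5p, mmu-miR-26a-5p and mmu-miR-423-3p, which were higher at both times, and mmu-miR-143-3p and mmu-miR-16-5p, which were lower. mmu-miR-511-5p and mmu-miR-10b-5p were called at 72 h and not at 24 h. Independent lists of these sizes would share 0.159 higher and 0.333 lower miRNAs. DESeq2 shared 17 of its calls between the times. Both comparisons used the same Control libraries. In 100 simulated pairs of unchanged groups, all libraries, the controls included, were drawn from the same mean per miRNA. There 0 miRNAs were called in both, which decides nothing about the overlap of 6, because no group was changed. The log2 fold changes at 24 h and 72 h had a Pearson r of 0.644 and a Spearman rho of 0.739 across the 252 miRNAs, which are not independent replicates, against means of 0.490 and 0.458 in the simulated pairs (highest r 0.682). Their covariance was 1.04 against a simulated 0.425, a difference of 0.614, and 79.8% of the miRNAs had the same sign against 67.0%. With the Control libraries split into different sets of 3 for each comparison (20 splits), the medians were 0.343 for r, 0.463 for rho, 0.828 for the covariance (0.620 to 0.921) and 68.8% for the same sign, with a median of 0.5 miRNAs called in both (0 to 1). Each comparison then had 3 Control libraries in place of 6, which adds noise and lowers the power to call. The fall in r, rho and shared calls can therefore not be put down to the sharing alone. The overlap of 6 was 3 without Control replicate 4 or S72h replicate 4, 2 without Control replicate 5, Control replicate 6 or S72h replicate 2, 10 without S72h replicate 1, 1 without S72h replicate 3 and 0 without S72h replicate 5, where no miRNA was called at 72 h.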

Interestingly, only four out of 21 dysregulated miRNAs at 72 h post-surgery were not differentially expressed at 24 h (**Figure 6D**), which indicates the lasting, though declining effect of surgery on miRNA expression.

**Figure 5:**
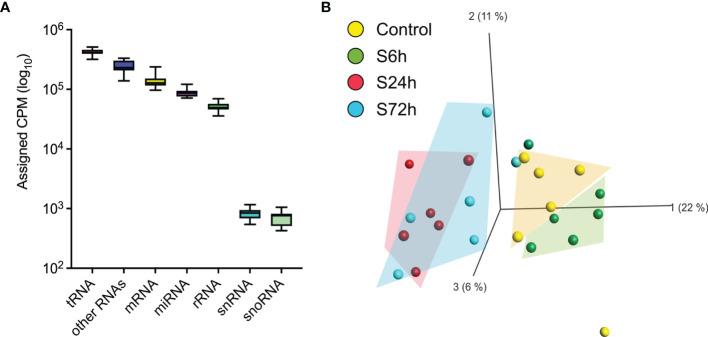
RNA mapping and miRNA PCA. **(A)** The averaged RNA-seq data from the control samples were used to map RNA categories [sRNAbench webserver (19)]. **(B)** Principal component analysis of the circulating EVs’ miRNA data. Normalized miRNA read counts [Counts Per Million reads (CPM)] were log2-transformed and used by Qlucore software to create a PCA plot. 24 h and 72 h post-surgery groups cluster together and are separated from the control whereas the 6 h group clusters with the control.

**Figure 6:**
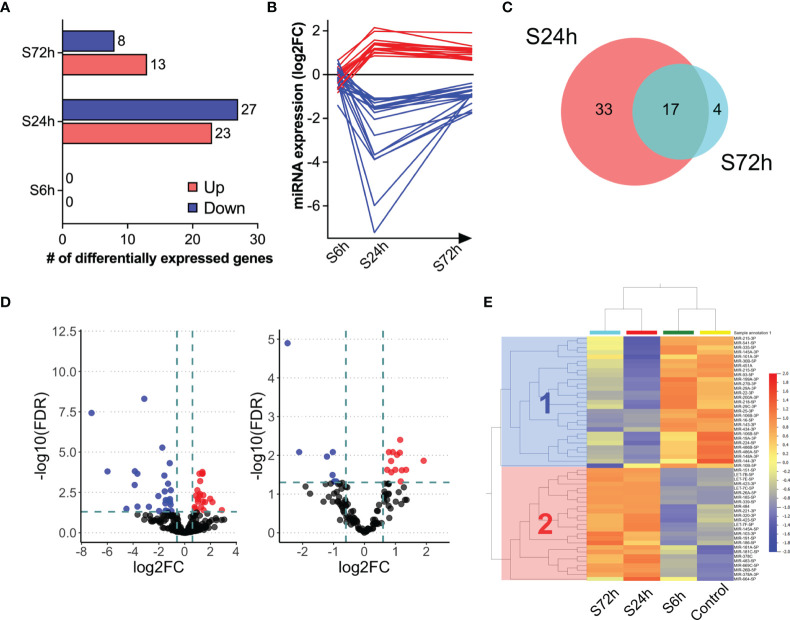
Differential expression of miRNAs in the post-surgery circulating EVs. **(A)** Bar diagram representing the number of differentially expressed miRNAs in the 6, 24, and 72 h post-surgery groups compared to control values as assessed by DESeq2 analysis (FDR<0.05 and fold change (FC)>1.5; see *Materials and Methods*). **(B)** Post-surgery temporal kinetics of the differentially expressed miRNAs. Each line represents an individual differentially expressed miRNA. **(C)** Volcano plots showing the differentially expressed proteins at 24- (left) and 72 h (right) post-surgery compared to the control group (Control). The dotted lines represent FC > 1.5 threshold (log2-FC) and FDR <0.05 (-10logFDR), respectively. **(D)** Venn diagram showing the overlap between the differentially expressed miRNAs at 24 and 72 h post-surgery. **(E)** The log2-transformed CPM values of differentially expressed miRNAs at 24 and 72 h and the same miRNAs from the control and S6h groups were used to generate heatmap (Qlucore). Cluster 1 (blue) and cluster 2 (red) include down-regulated and up-regulated miRNAs at 24 and 72 h, respectively.

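At 6 h post-surgery edgeR called 0 of 252 miRNAs, with a lowest adjusted p of 0.991 (n = 6 mice per group). At an unadjusted p under 0.05 there were 8, 2 higher and 6 lower, where chance gives 12.6. DESeq2 and limma-voom also called 0, with 13 and 16 at an unadjusted p under 0.05. mmu-miR-1a-3p measured 125571 ± 78778 CPM in the S6h group and 42672 ± 14644 CPM in the Control group (SD, n = 6 each), a log2 fold change of 1.67 (standard error 0.76, edgeR adjusted p = 0.991), and was higher in 6 of 6 libraries. With only the S6h and Control groups in the fit, mmu-miR-1a-3p was called (log2 fold change 1.69, standard error 0.34, edgeR adjusted p = 0.00450). The 6 measured miRNAs of the skeletal and cardiac muscle list all had log2 fold changes above 0 under each of the 4 scalings, with medians of 1.83 by TMM, 1.76 by RLE, 1.70 with no scaling and 1.88 by upper-quartile scaling. Beside mmu-miR-1a-3p these were mmu-miR-133a-5p (2.64, standard error 1.17), mmu-miR-133b-3p (2.08, 1.21), mmu-miR-499-5p (1.98, 1.00), mmu-miR-133a-3p (1.18, 0.68) and mmu-miR-206-3p (0.57, 0.80). None of them was called, and none was when adjusted over the list alone. As a list they ranked above the other miRNAs (limma's camera with a preset correlation of 0.01, adjusted p = 9.92e-06 over 19 lists), and with an estimated correlation the adjusted p = 0.0567. The list did not pass limma's fry (adjusted p = 0.133). None of the other 18 lists passed at 6 h, with a lowest adjusted p of 0.0686 by camera.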

The heatmap presented in **Figure 6E** offers an even more nuanced view of the surgery effects. Thus, in addition to the already shown PCA clustering of control and experimental groups (control/C6h and S24h/S72h), the hierarchical clustering of miRNAs reveals two distinct clusters where cluster 1 includes down-regulated, and cluster 2, up-regulated at 24- and 72 h miRNAs.

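Of 8 measured erythrocyte miRNAs, 5 were lower at 24 h by edgeR (6 when adjusted over the list alone), among them mmu-miR-451a, which fell by 1.42 on the log2 scale (standard error 0.42, adjusted p = 0.0206), from 33893 ± 13024 CPM to 14125 ± 6784 CPM (SD, n = 6 mice each). All 8 were below 0 with TMM and RLE and 6 of 8 with no scaling or upper-quartile scaling. The call of mmu-miR-451a was lost without Control replicate 5, S24h replicate 3 or S24h replicate 5 (edgeR adjusted p = 0.0565, 0.0508 and 0.0555) and with the hemolysis index, which holds it, as a covariate (0.452, log2 fold change -0.57, standard error 0.34). mmu-miR-16-5p had a log2 fold change of -1.20 (standard error 0.29, edgeR adjusted p = 0.00491) and fell from 10825 ± 2992 CPM to 5355 ± 1745 CPM; with the covariate its edgeR adjusted p was 0.152 (log2 fold change -0.76, standard error 0.30). Of 10 epithelial miRNAs, mmu-miR-215-5p and mmu-miR-215-3p were lower (5 when adjusted over the list alone). mmu-miR-215-3p had 88 counts in the Control libraries and 0 in S24h, at least 20.5-fold lower by the same floor (edgeR adjusted p = 0.00448). All 10 lay below 0 except 1 with upper-quartile scaling. Of 10 miRNAs of the miR-17-92 and paralogous clusters, 4 were lower (5 when adjusted over the list alone): mmu-miR-93-5p (-1.43, standard error 0.33, edgeR adjusted p = 0.00438), mmu-miR-106b-5p (-1.70, 0.44, 0.00720), mmu-miR-25-3p and mmu-miR-19a-3p, whose 2 counts in S24h against 71 give a ratio of 24.8 (95% counting interval 6.63 to 209). With TMM and RLE 8 of the 10 lay below 0, and with no scaling or upper-quartile scaling 7. With the covariate the adjusted p of mmu-miR-93-5p was 0.119, of mmu-miR-106b-5p 0.128 (log2 fold changes -0.96 and -1.33, standard errors 0.33 and 0.48) and of mmu-miR-19a-3p 0.128, whose fitted fold change moved by less than 10%, and that of mmu-miR-19a-3p was 0.0800 without a filter and 0.0548 with 10 CPM in 6 libraries. Of 9 let-7 miRNAs, 2 were higher (5 when adjusted over the list alone), and all 9 lay above 0 under each scaling. Of 11 measured miRNAs of the Dlk1-Dio3 cluster, 1, mmu-miR-541-5p, was lower (1 when adjusted over the list alone), with all 11 below 0 under each scaling. These 5 lists ranked apart from the other miRNAs by limma's camera with a preset correlation (adjusted p = 0.00323 for erythrocyte, 0.00123 for epithelium, 0.00996 for miR-17-92, 0.00146 for let-7 and 0.00996 for Dlk1-Dio3). None of the 5 did with an estimated correlation, at adjusted p = 0.113, 0.113, 0.113, 0.147 and 0.132. By limma's fry, which does not set a list against the other miRNAs, their adjusted p were 0.000256, 0.000256, 0.000256, 0.0134 and 0.000530. Fry also passed lists that camera did not, inflammation-responsive (adjusted p = 0.00171), neural (0.00711), miR-30 (0.0168), mesenchymal and smooth muscle (0.0372) and hepatocyte (0.0473). It did not pass the platelet, leukocyte and muscle lists (0.0734 to 0.712). The paper names let-7 miRNAs and mmu-miR-541-5p as dysregulated in the same libraries, so the tests of let-7 and Dlk1-Dio3 are not independent evidence. Of the other lists fixed before the data were examined, apart from the miR-29 family, none passed camera, at adjusted p = 0.248 for 7 mesenchymal and smooth muscle miRNAs (1 higher and 3 lower, also when adjusted over the list alone), 0.248 for 5 miR-30 miRNAs (1 lower, and 2 when adjusted over the list alone), 0.734 for 8 platelet miRNAs (1 lower, and 4 when adjusted over the list alone), 0.211 for 4 neural miRNAs (0 called, and 1 lower when adjusted over the list alone), 0.229 for 3 hepatocyte, 0.253 for 8 inflammation-responsive, 0.689 for 10 leukocyte and 0.875 for 6 muscle miRNAs, where 0 were called by edgeR either way.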

miRNAs from circulating EVs are suggested to be involved in the post-transcriptional regulation in the target tissues (20). The miRNAs from both clusters were examined by the DIANA-miRPath online tool (21) that combines the prediction of miRNA target mRNAs (based on experimental data) with the analysis of the extent of enrichment of these genes in the different biological pathways. The bar graphs in **Figure 7A** show several KEGG pathways that are predicted to be regulated by the miRNAs from both clusters. A number of these pathways are involved in lipid metabolism, ECM-receptor interaction, gap junction, and various signal transduction pathways.

**Figure 7:**
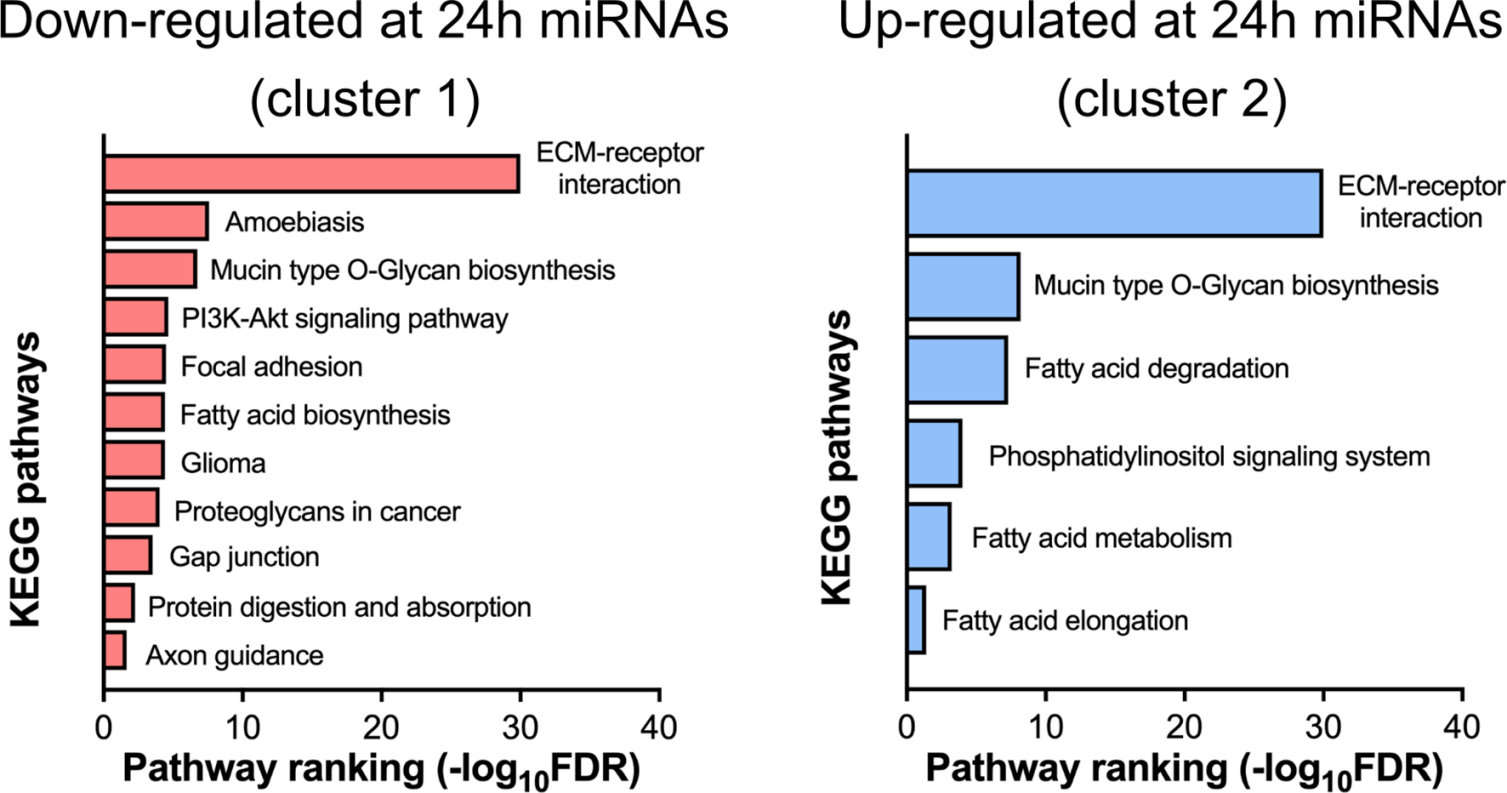
Pathway analysis of differentially expressed miRNAs. Down- (cluster 1 from **Figure 6E**) and up-regulated (cluster 2 from **Figure 6E**) at 24 h post-surgery miRNAs were analyzed by the miRPath online tool (see *Materials and Methods*) that determines the miRNA target mRNAs (based on experimental data) and analyses the overrepresentation of these genes in the different KEGG pathways.

In order to validate the miRNA sequencing findings, we have estimated the expression of several differentially expressed miRNAs using the qPCR approach. Overall, the pattern of changes of the expression levels for the selected miRNAs was similar between the RNA-seq and qPCR analyses (**Supplementary Figure 2**).

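Between the surgery groups themselves, edgeR called 50 miRNAs in S24h against S6h, 15 higher and 35 lower, and 30 in S72h against S6h, 14 higher and 16 lower (n = 6 mice per group). DESeq2 called 27 higher and 30 lower in S24h against S6h and 21 and 14 in S72h against S6h, and limma-voom 22 and 44, and 16 and 22. The split between directions moved with the scaling and the filter: S24h against S6h gave 21 higher and 21 lower with RLE scaling, 20 and 19 with no scaling, 24 and 20 with upper-quartile scaling, 19 and 24 with no filter and 19 and 28 with the erythrocyte list left out, and S72h against S6h gave 20 and 11 with upper-quartile scaling and 17 and 8 with no filter. From S6h to S24h, mmu-miR-27b-3p had a log2 fold change of -2.30 (standard error 0.34, edgeR adjusted p = 4.46e-06, lower in 6 of 6 libraries) and mmu-miR-320-3p of 1.79 (0.29, 1.48e-05, higher in 6 of 6). mmu-miR-541-5p, at 0 counts in S24h, was at least 44.7-fold lower than in S6h (edgeR adjusted p = 4.15e-05). From S6h to S72h, mmu-miR-10b-5p had a log2 fold change of -1.57 (0.34, edgeR adjusted p = 0.00254, lower in 6 of 6) and mmu-miR-423-5p of 1.22 (0.26, 0.00254, higher in 6 of 6). The count of 50 was 33 without S6h replicate 4 or S6h replicate 6, 32 without S24h replicate 3 and 32 with the hemolysis index as a covariate. The count of 30 was 18 without S6h replicate 6 and 17 without S72h replicate 5.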

Finally, it should be concluded that there is certainly a synergism in the temporal kinetics of the changes in the expression levels of both EV cargo molecules, proteins, and miRNA, as judged by the significant correlation between the numbers of both classes of dysregulated molecules at each post-surgery time point (**Figure 8**).

**Figure 8:**
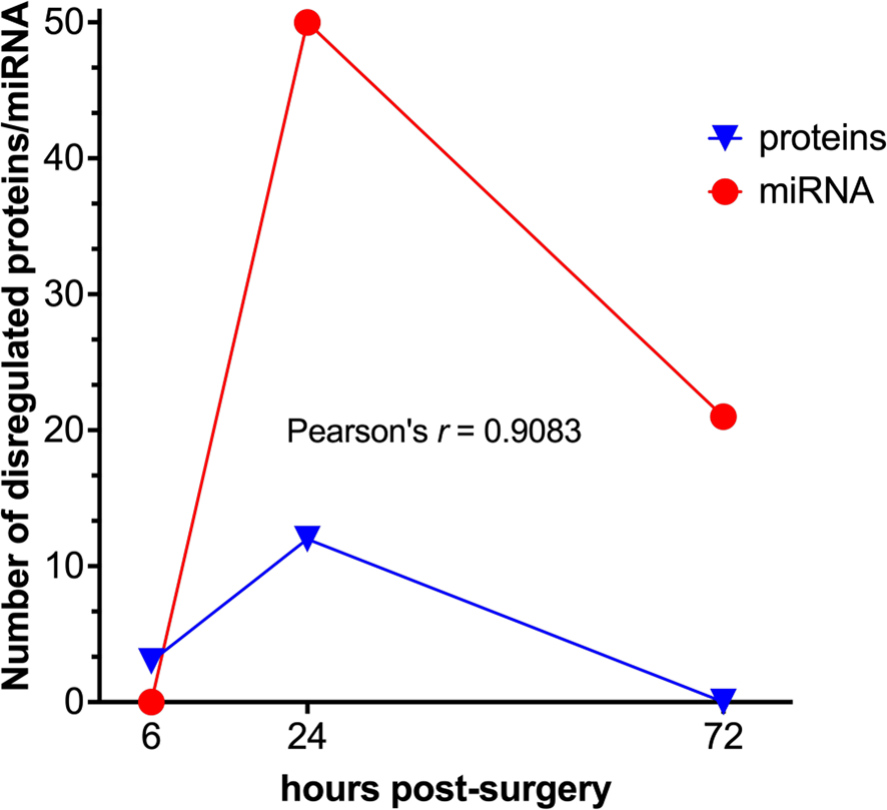
Correlation analysis between the differentially expressed protein and miRNA data sets. Temporal kinetics of the differential expression of EVs’ proteins and miRNAs demonstrates a high degree of correlation as to the Pearson’s linear correlation coefficient (GraphPad Prism).

## Discussion

The principal aim of the present study was to determine whether surgical trauma, as represented by the mouse orthopedic surgery model is capable of modifying the cargo composition of circulating EVs, which would constitute a first step towards the elucidation of the potential role of EVs as active systemic mediators of surgery-induced periphery-to-brain communication.

We have, indeed, found statistically significant differences in the proteome and miRNAome of circulating EVs within the first 72 h after surgery. Their temporal appearance coincides with both the pattern of initiation and resolution of the systemic cellular and humoral inflammatory response and with the brain structural, metabolic, functional, and behavioral changes observed after orthopedic surgery in mice (5–7).

Proteomic profiling of the circulating EVs revealed that three proteins, i.e., brain, skeletal muscle, and liver isoforms of PYG, were rapidly up-regulated after surgery (**Figure 4B**). PYG is an enzyme involved in the breakdown of glycogen to glucose and as such essential for the maintenance of glucose homeostasis. The expression of PYG isozymes is not strictly tissue-specific (22), therefore it is difficult to pinpoint the precise tissue origin of EVs in our study.

Nevertheless, the surgery-injured muscles can be suggested as the most probable source of EVs carrying these proteins. Similarly, the increased levels of the same set of proteins were detected in the circulating EVs following yet another tissue injury (cardiac muscle) after the chemotherapy treatment (23). Therefore, the release of these EV-localized PYG isoforms appears to be an early indicator of tissue injury. In addition, the enrichment of EVs by PYGs might also occur due to the increased glycogenolysis in the muscle and liver, which is often observed during stress (24).

Alternatively, the increase of the brain isoform of PYG in the EVs may reflect the metabolic state of the brain after surgery. Indirect evidence confirming this hypothesis is our data on the modified glucose and glutamate metabolism in the hippocampus accompanied by changes in lactate levels at the same time points after surgery (6).

The most prominent changes in the EVs’ protein cargo occur at 24 h post-surgery when 12 proteins were found up-regulated. Mining the functions and tissue expression profiles of these proteins allows conditional division of this group into two clusters: proteins related to the muscle structure and function [Myosin Heavy Chain 1, 4, and 7 (Myh1, Myh4, Myh7), PYGm, Titin (Ttn), Actin, Alpha Skeletal Muscle (Acta1)] and proteins involved in the acute-phase response to stress [Serpina3g, Serpina3n, Serpina3a, Serum Amyloid P-Component (Apcs), Inter-Alpha-Trypsin Inhibitor Heavy Chain H4 (Itih4)]. The muscle-related cluster represents the same tendency that was detected already at the 6 h time point, that is the profound disruption of the surrounding tissues, including the muscle upon tibia surgery. Considering the known activation of the inflammatory response after surgery (25, 26) the elevation of levels of many acute-phase proteins from the second cluster is also not surprising. For instance, the circulating levels of Itih4 were found elevated after the surgical trauma as shown using yet another animal model of surgery (27). It can be therefore suggested that post-surgery EVs might also spread inflammatory signals to remote organs.

One of the differentially expressed proteins at 24 h post-surgery is α-syn, which cannot be categorized into either of these two subgroups. α-syn is expressed predominantly in neurons and mostly localizes at the presynaptic terminal where it regulates vesicle turnover (28). The aggregated form of α-syn is a hallmark of a group of neurodegenerative diseases, including PD and dementia with Lewy bodies (DLB) (29). However, α-syn is also expressed in peripheral tissues, including muscle cells (30) and blood cells, such as erythrocytes and platelets (31–33) whereas lesser amounts are found in peripheral blood mononuclear cells (PBMC) (34). This suggests potential source tissues of the α-syn found in the circulating EVs. One possibility is that it is released into EVs from the damaged muscles along with the abovementioned muscle proteins. It can also be hypothesized that PBMCs activated after surgery can shed “inflammatory” EVs carrying α-syn as one of the cargo molecules.

Up-regulation of α-syn in the circulating EVs after surgical trauma prompts an intriguing hypothesis that associates EV-born α-syn with acceleration and/or exacerbation of neurodegenerative diseases (35, 36) and the risk for late-onset dementia (37, 38) after surgery. Consistent with this hypothesis different preclinical and clinical studies demonstrated that α-syn bearing EVs are capable of amplifying and propagating PD-related pathology (39–42). In addition, it was also reported that LPS-induced peripheral inflammation may potentiate the delivery of erythrocyte-produced EVs containing α-syn across the BBB (43).

However, further detailed studies are certainly needed to explore this hypothesis and decipher possible clinical implications of α-syn up-regulation in the circulating EVs after surgery.

Whereas the protein fraction of EV cargo can potentially provide more information on the tissue origin of EVs, the miRNAs endowed with a strong post-transcriptional regulation potential are important for understanding and predicting the phenotypic changes of the recipient cells and tissues. It should be noted that despite the same temporal pattern of differential expression (**Figure 8**) the number of dysregulated miRNAs at 24 h post-surgery is significantly higher than the number of proteins at the same time point. Moreover, these changes do not completely subside as in the case with proteome but remain at a certain, albeit lower level at 72 h post-surgery, which might be indicative of a functionally more important role of EVs’ miRNAs as compared to proteins, with a wider temporal window of action.

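At 72 h, 5 of the lists fixed before the data were examined ranked apart from the other miRNAs by limma's camera with a preset correlation, and none of the 5 with an estimated correlation. Those of let-7 and Dlk1-Dio3 hold miRNAs that the paper names from the same libraries, so their tests are not independent evidence. By limma's fry, which does not set a list against the other miRNAs, all 5 passed (adjusted p = 0.00886 to 0.0213). The inflammation-responsive (0.0138) and miR-29 (0.0492) lists, which did not pass camera, also passed fry. Of 9 let-7 miRNAs, 2 were higher by edgeR (3 when adjusted over the list alone), with a median log2 fold change of 0.73 (camera adjusted p = 0.000609, and adjusted p = 0.148 with an estimated correlation). All 9 lay above 0 with TMM, RLE and upper-quartile scaling, and 8 with no scaling. Of 8 erythrocyte miRNAs, mmu-miR-16-5p was lower (4 when adjusted over the list alone), with a median of -0.88 and all 8 below 0 under each scaling (limma's camera, adjusted p = 0.00148, and adjusted p = 0.123 with an estimated correlation). mmu-miR-16-5p was at 5340 ± 1954 CPM (SD, n = 6). Of 11 Dlk1-Dio3 miRNAs 0 were called by edgeR (1 lower when adjusted over the list alone), with a median of -1.77 and all 11 below 0 under each scaling (camera adjusted p = 0.00424, and adjusted p = 0.123 with an estimated correlation). Of 10 epithelial miRNAs 0 were called, also when adjusted over the list alone, with a median of -0.92, 1 of them above 0 under each scaling (limma's camera, adjusted p = 0.0153, and adjusted p = 0.165 with an estimated correlation), and of 10 miR-17-92 miRNAs 0 were called either way, with a median of -0.63, 1 above 0 and 2 with upper-quartile scaling (0.0166, and adjusted p = 0.148 with an estimated correlation). For the platelet, mesenchymal and smooth muscle, muscle, hepatocyte, miR-29, miR-30, neural, leukocyte and inflammation-responsive lists the adjusted p by camera was 0.126 to 0.999; in these lists edgeR called mmu-miR-143-3p, which is in the mesenchymal and smooth muscle list. DESeq2 called 21 miRNAs at 72 h and limma-voom 10, and edgeR had 47 at an unadjusted p under 0.05.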

Analysis of the miRNA differential expression at 24 h post-surgery revealed an explicit pattern of biological pathways that these miRNAs (via their target mRNAs) may affect in the putative recipient tissue(s). Thus, the set of down-regulated miRNAs is involved in several pathways, the majority of which are unified by a common theme - regulation of extracellular matrix (ECM) (**Figure 7**). 

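mmu-miR-29c-3p, mmu-miR-145a-3p, mmu-miR-148a-3p, mmu-miR-29a-3p and mmu-miR-25-3p were each lower at 24 h by edgeR, in 6 of 6 S24h libraries compared with the Control mean (5 when adjusted over the list alone). The level of mmu-miR-29c-3p was 268 ± 169 CPM in the Control group and 23.3 ± 39.4 CPM in S24h (SD, n = 6 mice each), a log2 fold change of -3.71 (standard error 0.93, edgeR adjusted p = 0.00562). The level of mmu-miR-29a-3p was 10981 ± 2664 CPM and 4910 ± 665 CPM, a log2 fold change of -1.31 (0.27, edgeR adjusted p = 0.000759), and the ranges of both groups did not overlap. mmu-miR-145a-3p had a log2 fold change of -2.17 (standard error 0.59, edgeR adjusted p = 0.00819), mmu-miR-148a-3p of -1.62 (0.52, 0.0427) and mmu-miR-25-3p of -1.29 (0.34, 0.00743). The call of mmu-miR-145a-3p was lost without Control replicate 5 (edgeR adjusted p = 0.0604) and by limma-voom (0.224). That of mmu-miR-148a-3p was lost without Control replicate 1, 3, 4, 5 or 6, S24h replicate 1, 3, 4 or 5, S6h replicate 2 or 6 or S72h replicate 6, at edgeR adjusted p = 0.0521 to 0.0961. With the hemolysis index as a covariate mmu-miR-29a-3p was called, and mmu-miR-29c-3p, mmu-miR-145a-3p, mmu-miR-148a-3p and mmu-miR-25-3p were not (edgeR adjusted p = 0.119, 0.203, 0.262 and 0.124), at log2 fold changes of -2.94, -1.61, -1.49 and -1.05 with standard errors of 1.01, 0.72, 0.69 and 0.37. The study chose these 5 miRNAs on the same libraries, so their test as a list is not independent evidence. By limma's camera the list was lower at 24 h with an adjusted p = 0.000431, and with an estimated correlation the adjusted p = 0.0523. At 72 h edgeR called 0 of the 5, also when adjusted over the list alone (camera adjusted p = 0.0275, and 0.172 with an estimated correlation); over all miRNAs DESeq2 called mmu-miR-25-3p.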

Interestingly, this set includes only few miRNAs out of 27 down-regulated miRNAs (mmu-miR-29c-3p, mmu-miR-145a-3p, mmu-miR-148a-3p, mmu-miR-29a-3p, mmu-miR-25-3p) (**Supplementary Figure S3**, left panel). Nearly the same set of miRNAs is also associated with a much broader scope pathway, the PI3K/AKT/mTOR signaling. The ECM components targeted by miRNAs are represented by a group of various collagens and their cell receptors, namely integrins. Notably, different members of the human miR-29 family that were found down-regulated in this study, are known to have anti-fibrotic properties (44) due to their capacity to interact with many mRNAs coding for ECM proteins. It can therefore be suggested that down-regulation of these miRNAs in the EVs could stimulate the synthesis of ECM proteins in the target tissue(s), a process that is closely associated with wound healing, especially at the initial stages (45). 

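Of the 3 measured miRNAs of the miR-29 family, mmu-miR-29a-3p and mmu-miR-29c-3p were lower at 24 h by edgeR (2 when adjusted over the list alone). mmu-miR-29b-3p had a log2 fold change of -0.85 (standard error 1.17, edgeR adjusted p = 0.707) and did not pass. All 3 lay below 0 under each of the 4 scalings. At 6 h the CPM was 13101 ± 2811 for mmu-miR-29a-3p and 432 ± 197 for mmu-miR-29c-3p, and at 72 h it was 7489 ± 3691 and 147 ± 153 (SD, n = 6 mice each). Neither miRNA was called at 6 h or 72 h by edgeR. Mir29a lies on chromosome 6 of GRCm38 from 31062660 to 31062747 on the minus strand, with no annotated gene over it. Mir29c lies on chromosome 1 from 195037547 to 195037634 on the plus strand, in an exon of the noncoding transcript A330023F24Rik and antisense to an exon of Cd46. The family as a list was lower at 24 h by limma's camera with a preset correlation (adjusted p = 0.0139), and with an estimated correlation the adjusted p = 0.113. By limma's fry the adjusted p was 0.000209. The paper names mmu-miR-29a-3p and mmu-miR-29c-3p as down-regulated in the same libraries, so this list test is not independent evidence.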

In line with this, it was reported that various cargo molecules of circulating EVs including miRNAs are capable of modulating this pathway (46), and therefore might facilitate healing at the injury site.

Such up-regulation of ECM components is reminiscent of ECM re-modeling upon the metastatic process when tumor EVs are preparing the “soil” for the arriving cancer cells - a metastatic niche formation (47, 48). Considering the involvement of the same set of miRNAs in the regulation of PI3K/AKT/mTOR pathway (**Supplementary Figure S3**, left panel) it is tempting to speculate that such “soiling” of the recipient tissue might represent an important first step facilitating the following activation of the PI3K/AKT/mTOR system with the very same miRNAs. However, due to the immense complexity of this pathway and uncertain target tissues of post-surgery EVs, it is difficult so far to predict specific miRNA-mediated effects *via* such a mechanism.

In addition to the 27 down-regulated EV miRNAs, 23 up-regulated miRNAs were found associated with several KEGG pathways. 

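All 27 miRNAs that the paper lists as down-regulated at 24 h had log2 fold changes below 0 in the S24h group, with a median of -1.69, and edgeR called 21 of them (27 when adjusted over the list alone). All 23 that it lists as up-regulated lay above 0, with a median of 1.08, and edgeR called 10 (23 when adjusted over the list alone). The highest edgeR adjusted p among these 50 was 0.143. The paper chose the lists on the same libraries, so these counts are not independent evidence. The S24h libraries showed the direction of the group for the 27 in mmu-miR-199a-3p (log2 fold change -1.66, standard error 0.44, edgeR adjusted p = 0.00743, lower in 6 of 6) and for the 23 in mmu-miR-145a-5p (1.19, 0.31, 0.00743, higher in 6 of 6), both not called with the hemolysis index as a covariate, at log2 fold changes of -1.57 and 1.13 with standard errors of 0.53 and 0.38 (edgeR adjusted p = 0.119 each). By limma's camera the lists ranked apart from the other miRNAs at 24 h (adjusted p = 8.00e-20 and 1.12e-17, and 0.00460 and 0.00488 with an estimated correlation). At 72 h, 26 of the 27 lay below 0 and 2 were called (2 when adjusted over the list alone, camera adjusted p = 9.77e-08, and 0.0666 with an estimated correlation). All 23 lay above 0 at 72 h, and 4 were called (20 when adjusted over the list alone, camera adjusted p = 1.01e-16, and 0.00572 with an estimated correlation).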

Again, it is just a few miRNAs in this group that are driving most of the regulatory functions. These are four different mmu-*let* miRNAs and mmu-miR-339-5p, mmu-miR-423-5p that are involved in several pathways linked to the fatty acid metabolism, along with yet another group of miRNAs (mmu-miR-181a-5p, mmu-miR-26b-5p, mmu-miR-26a-5p, mmu-miR-378a-3p, mmu-miR-181c-5p, mmu-miR-378c) that is connected with the phosphatidylinositol signaling system (**Supplementary Figure S3**, right panel). 

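Of the 6 miRNAs of the fatty acid group, edgeR called mmu-let-7b-5p, mmu-let-7c-5p and mmu-miR-423-5p at 24 h (3 of 6, and 6 when adjusted over the list alone). mmu-miR-423-5p had a log2 fold change of 0.97 (standard error 0.26, edgeR adjusted p = 0.00803) and mmu-let-7c-5p of 0.83 (0.25, 0.0205), both higher in 6 of 6 libraries. mmu-let-7e-5p (1.08, standard error 0.40), mmu-miR-339-5p (1.25, 0.47) and mmu-let-7f-5p (0.80, 0.33) were higher in 6 of 6 libraries and did not pass (edgeR adjusted p = 0.0560, 0.0602 and 0.0879). Of the 6 miRNAs of the phosphatidylinositol group, edgeR called mmu-miR-26a-5p and mmu-miR-181c-5p (2 of 6, and 6 when adjusted over the list alone). mmu-miR-26a-5p rose to 29516 ± 8548 CPM in S24h (SD, n = 6 mice), a log2 fold change of 1.02 (0.30, edgeR adjusted p = 0.0143), and mmu-miR-181c-5p had a log2 fold change of 1.81 (0.63, 0.0500), each higher in 6 of 6. mmu-miR-378c (1.92, standard error 0.68), mmu-miR-26b-5p (0.73, 0.26), mmu-miR-378a-3p (1.33, 0.55) and mmu-miR-181a-5p (0.63, 0.30) did not pass (edgeR adjusted p = 0.0540, 0.0540, 0.0995 and 0.143). With single libraries left out, the log2 fold change of mmu-miR-378a-3p fell as low as 0.75. DESeq2 called all 12. The calls of mmu-let-7c-5p and mmu-miR-26a-5p were lost without Control replicate 5 (edgeR adjusted p = 0.0524 each), and that of mmu-miR-181c-5p without 18 libraries, each left out alone, which were Control replicates 1, 2, 3, 5 and 6, all S6h replicates, S24h replicates 3, 5 and 6 and S72h replicates 1, 3, 5 and 6 (0.0501 to 0.101). mmu-miR-181c-5p was also lost without a filter on low counts (0.0800), with only the groups compared in the fit (0.106) and with the erythrocyte list left out (0.0574). With the hemolysis index as a covariate none of the 5 was called (edgeR adjusted p = 0.128 for mmu-let-7b-5p, 0.213 for mmu-let-7c-5p, 0.130 for mmu-miR-423-5p, 0.299 for mmu-miR-26a-5p and 0.128 for mmu-miR-181c-5p), at log2 fold changes of 0.85, 0.65, 0.76, 0.66 and 2.29 in this order (standard errors 0.31, 0.29, 0.29, 0.33 and 0.85). All 12 lay above 0 under each scaling. By limma's camera the fatty acid group had an adjusted p = 0.000123 at 24 h, and 0.0677 with an estimated correlation, and the phosphatidylinositol group 0.000317 and 0.00619. At 72 h edgeR called 2 of the fatty acid group (6 when adjusted over the list alone, camera adjusted p = 5.57e-05, and 0.0666 with an estimated correlation) and 1 of the phosphatidylinositol group (3 when adjusted over the list alone, 0.000161 and 0.00572). The study chose both groups on these libraries, so the list tests are not independent evidence.

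**Figure D3:**
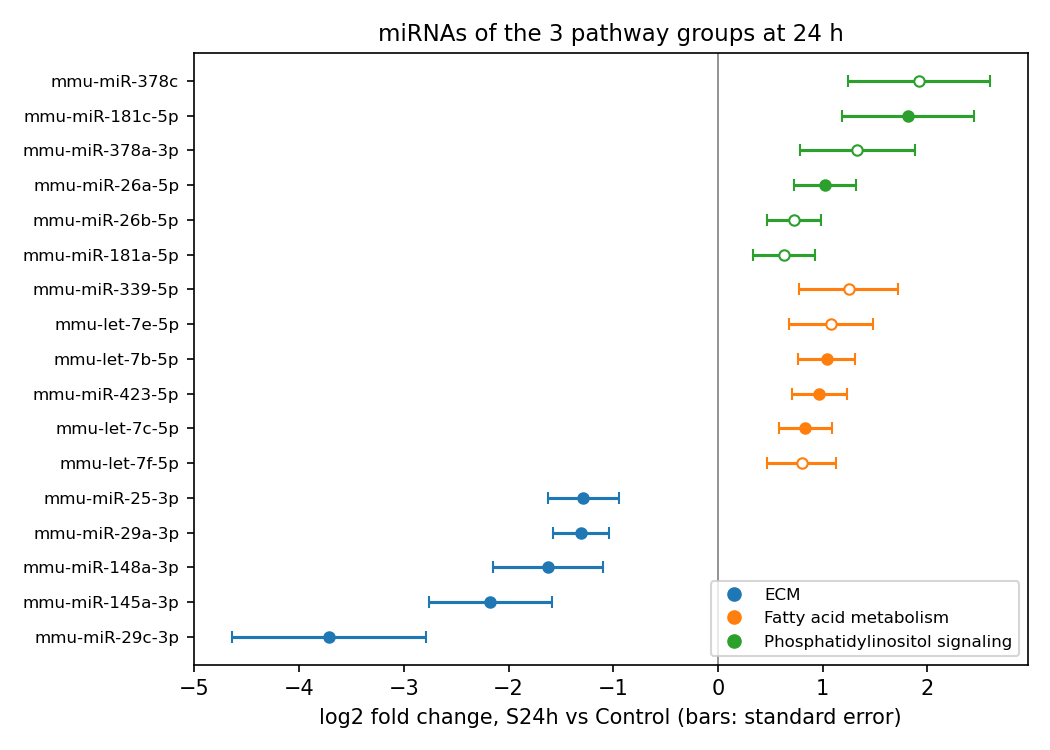
Log2 fold change at 24 h against Control for the miRNAs that the paper assigns to the extracellular matrix, fatty acid and phosphatidylinositol groups, in 3 colours. Filled points passed the edgeR threshold, open points did not, and bars are standard errors; 3 of 6 points are filled in the fatty acid group and 2 of 6 in the phosphatidylinositol group.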

The same group of *let* miRNAs can also regulate the ECM (**Supplementary Figure S2**, right panel). Interestingly, the same pathway is targeted by down-regulated miRNAs (see above), however, *let* miRNAs can modulate translation of only a few collagen mRNAs, whereas the down-regulated miRNAs target many more ECM components including integrin receptors.

As indicated above, most pathways linked to the up-regulated miRNAs are related to the fatty acid metabolism and involve mRNAs coding for both the enzymes participating in the fatty acid catabolism and the elongation and saturation of fatty acids. Therefore, it can be predicted that the overall effect of the miRNA up-regulation in the EVs would be the suppression of the fatty acid catabolism in the putative recipient tissue(s).

Interestingly, consistent with this prediction, unpublished hippocampal gene expression and metabolomic data from our laboratory indicate partial replacement of glucose as an energy source by fatty acids at 6 h post-surgery, whereas these changes were largely reversed 72 h after surgery and lipid catabolism was even decreased.

As in the case of down-regulated miRNAs, the group of up-regulated miRNAs is involved in the modulation of yet another complex multifunctional signal transduction pathway, phosphatidylinositol-dependent signaling. Similar to the PI3K/AKT/mTOR pathway, this signaling cascade is an active actor in many physiological and pathological intracellular events, which, on one hand, allows prediction of the active functional role of the post-surgery EVs in the various distant tissues, but, on the other hand, makes it equally difficult to envision any specific downstream effects.

In both up- and down-regulated miRNA groups, the miRPath pathway analysis tool singled out only a few dysregulated miRNAs that were considered to drive main metabolic effects. However, it cannot be ruled out that other differentially expressed miRNA might also modify gene expression in target cells. For instance, one of the top (FDR ranking) down-regulated at 24 h mmu-miR-143-3p is predicted to be involved in lipid and carbohydrate metabolism. Yet another top down-regulated mmu-mir-541-5p target is predicted to modify the MAPK signaling pathway (results not shown).

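mmu-miR-143-3p was at 29993.5 ± 27539.5 CPM in the Control group, 35299 ± 16860 CPM in S6h, 3596 ± 557 CPM in S24h and 5458 ± 4007 CPM in S72h (SD, n = 6 mice each). The 6 S24h libraries all lay below the 6 Control libraries. It was called lower at 24 h by edgeR without each of the 24 libraries in turn, and under each of the 13 alternatives, DESeq2 and limma-voom included. With the hemolysis index as a covariate its log2 fold change was -1.83 (edgeR adjusted p = 0.0112). Mir143 lies on chromosome 18 of GRCm38 from 61649196 to 61649258 on the minus strand, with no annotated gene over it and 1301 bases from Mir145a. Its hairpin of 63 bases is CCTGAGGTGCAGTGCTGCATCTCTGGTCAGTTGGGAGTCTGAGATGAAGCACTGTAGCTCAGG. mmu-miR-145a-5p, from the neighbouring hairpin, was higher at 24 h, and mmu-miR-145a-3p was lower.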

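mmu-miR-541-5p was at 309 ± 204 CPM in the Control group, 253 ± 131 CPM in S6h, 0 CPM in S24h and 163 ± 130 CPM in S72h (SD, n = 6 mice each). It also had 0 counts in 1 Control and in 1 S72h library, at depths where a count of 0 allows up to 22.3 and 39.1 CPM. It was called lower at 24 h under each of the 13 alternatives, DESeq2 and limma-voom included, and by edgeR without each of the 24 libraries in turn. At 72 h it did not pass (edgeR adjusted p = 0.647). Mir541 lies on chromosome 12 of GRCm38 from 109742409 to 109742498 on the plus strand, in an intron of the long noncoding RNA Mirg. Its hairpin of 90 bases is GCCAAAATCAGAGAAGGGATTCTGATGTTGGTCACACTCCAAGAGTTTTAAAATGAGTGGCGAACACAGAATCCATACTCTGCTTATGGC. Of the other 10 measured miRNAs of the Dlk1-Dio3 cluster, in which it lies, none was called at 24 h by edgeR.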

It should be mentioned that this study is not devoid of certain limitations. Thus, it is difficult to separate the effects of surgery and anesthesia without a corresponding experimental group of animals subjected only to anesthesia. We have previously demonstrated that the systemic immune activation in response to orthopedic surgery in mice is independent of the isoflurane anesthesia (7, 49). Nevertheless, it is still an open question if the modification of EVs composition under the same conditions is following the same pattern.

Another confounding factor is the use of only male animals in the study. We have unpublished yet data where we could not detect any sex differences in the behavioral experiments using the same tibia surgery model.

Proteomic data indicated α-synuclein as differentially expressed in the 24 h surgery samples. Western blot validation revealed a protein band slightly larger in size as compared to the brain positive control (**Figure 4D**). We believe that this size difference can be attributed to the different tissue sources of the protein and/or to the potential posttranslational modification(s) (50). However, more sensitive methods, such as immunoelectron microscopy might be needed to confirm the presence of the protein in the EVs.

Finally, there is an ongoing debate concerning the choice of the EV isolation method. The choice is largely dictated by the tissue type, available amounts, throughput options, suitability for various downstream applications, and the research question to be addressed. Taking all of these and also many comparative studies (17, 50–54) into account, we chose to use the commercial kit ExoQuick ULTRA. The ULTRA version enriches for EVs and has a relatively high yield, important for the small sample volumes obtained from mice. The disadvantage of using the ExoQuick, as well as similar precipitation methods is that it might produce certain amounts of contaminating proteins and also miRNAs associated with lipoproteins. However, whereas the gold standard EV isolation method, the ultracentrifugation could have provided with more refined EV fraction, it would had been not possible to apply using the minute amounts of mouse blood serum. The same reasoning can be applied to the other methods, such as size-exclusion chromatography (SEC), density gradient, affinity chromatography, *etc.* Interestingly, a comparison of SEC with the ExoQuick ULTRA using the identical serum volumes (250 µl) demonstrated the isolation of nearly the same set of EV-related proteins (17).

With the current study, we began to explore the hypothesis of circulatory EVs as potential mediators of the physiological effects of surgical trauma. The main question of the current project, whether the surgery is capable of modifying the expression of cargo molecules in circulating EVs, can be answered now positively. Moreover, differential expression of a specific set of miRNAs in the “surgical” EVs suggests that they can be involved in the regulation of several metabolic pathways, such as ECM-receptor interaction and lipid metabolism in the recipient tissues, which is consistent with our data on hippocampal metabolic and functional dysregulation after surgery (5, 6). Another interesting finding is the increased levels of α-syn in the circulating EVs after surgery, which might have potential long-term neurological consequences. We conclude that surgery alters the EV composition in the blood, which paves the way for further studies on the functional effects of these EVs on the brain.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, accession no: GSE189972; PRIDE ProteomeXchange, accession no: PXD030167.

## Ethics Statement

All experiments were reviewed and approved by the Local ethics Committee for Animal Research of Stockholm North and Karolinska Institutet in Sweden.

## Author Contributions

Conception and design: MG-G, SM. Methodology support: MM-L, RV. Acquisition data: MG-G, AE. Analysis and interpretation of the data: MG-G, SM. Funding acquisition: LE. Writing outline of the manuscript: MG-G, SM. Reading and revision of the manuscript: all authors. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by The Swedish Medical Research Council and The Swedish Brain Foundation.

## Conflict of Interest

Author SG has a patent on B cell derived exosomes in immune therapy and is part of the Scientific Advisory Board of Anjarium Biosciences. RV is currently employed by Strike Pharma.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Surgical Trauma in Mice Modifies the Content of Circulating Extracellular Vesicles
**Source:** Front Immunol. 2022 Jan 18;12:824696. doi: 10.3389/fimmu.2021.824696
**Supplement:** Supplementary file 1

**Liquid Chromatography-Tandem Mass Spectrometry method description**

*Sample preparation*

Isolated EVs were dried in the vacuum concentrator (Eppendorf) and resolubilized in 12.5 µl of 20% SDS and 37.5 µl of 50 mM triethylammonium bicarbonate (TEAB), pH 8.0 to get a final concentration of 5% SDS. Following sonication in water bath for 5 min, proteins were reduced with 2 µl of 0.5 M dithiothreitol, incubated at 37°C for 30 min and then alkylated with 6 µl of 0.5 M iodoacetamide in dark for 30 min. Protein digestion was performed in S-Trap micro filters (Protifi, Huntington, NY) following the manufacturer’s recommendations. Briefly, samples were acidified with 7 µl of phosphoric acid to a final concentration of ca. 1% and diluted eight times with binding buffer (90% methanol and 100 mM TEAB, pH 7.1). Protein solutions were loaded onto a S-Trap micro filters by centrifugation at 4000 rpm for 30 s, and then the filters were washed four times with the binding buffer. Finally, 5 µl of 0.2 µg/µl of the trypsin solution in 50 mM TEAB, pH 7.1 was loaded onto the filters in a 1:20 proportion (enzyme:protein). Proteins were digested for 2 h at 47°C. To elute the peptides, three stepwise solutions were loaded, including 50 mM TEAB, pH 7.1, 0.2% formic acid (FA) and 50% acetonitrile (ACN)/ 0.2% FA. Eluted peptides were desalted on C-18 using HyperSep filter plate with 40 μL bed volume (ThermoFisher Scientific) and dried in vacuum concentrator prior to TMT labeling.

TMTpro mass tag reagent kit (ThermoFisher Scientific) was used for peptide labeling. Digested proteins (2 µg aliquot each) were resolubilized in 40 µl of 50 mM TEAB, pH 7.1 and 20 µg TMTpro reagents (dissolved in dry ACN) were added in a scrambled order and incubated at RT for 2 h. The reaction was stopped by addition of hydroxylamine to a concentration of 0.5% and incubation at RT for 15 min before samples were combined and cleaned on a C-18 HyperSep plate with 40 µl bed volume (ThermoFisher Scientific).

*Liquid Chromatography-Tandem Mass Spectrometry Data Acquisition*

The reconstituted peptides in solvent A (0.1% FA in 2% ACN) were separated on a 50 cm long EASY-Spray C18 column (ThermoFisher Scientific) connected to an Ultimate 3000 nano-HPLC (ThermoFisher Scientific) using a gradient from 2-26% of solvent B (98% AcN, 0.1% FA) in 90 min and up to 95% of solvent B in 5 min at a flow rate of 300 nl/min. Mass spectra were acquired by the Orbitrap Q Exactive HF mass spectrometer (ThermoFisher Scientific) in m/z 375 to 1500 at resolution of R=120,000 (at m/z 200) for full mass, followed by data-dependent higher energy collisional dissociation (HCD) fragmentations of 18 of the most intense precursor ions with a charge state 2+ to 7+. The tandem mass spectra were acquired with a resolution of R=60,000, targeting 2x105 ions, setting quadrupole isolation width to 1.4 Th and normalized collision energy to 33.

*Data Analysis*

Acquired raw data files were analyzed using Proteome Discoverer v2.4 (ThermoFisher Scientific) with Mascot Server v2.5.1 (Matrix Science Ltd., UK) search engine against mouse protein database (SwissProt). A maximum of two missed cleavage sites were allowed for full tryptic digestion, while setting the precursor and the fragment ion mass tolerance to 10 ppm and 0.02, respectively. Carbamidomethylation of cysteine was specified as a fixed modification. Oxidation on methionine, deamidation of asparagine and glutamine, as well as acetylation of N-termini and TMTpro were set as dynamic modifications. Initial search results were filtered with 5% FDR using Percolator node in Proteome Discoverer. Quantification was based on the reporter ion intensities.

# Supplementary material for: Surgical Trauma in Mice Modifies the Content of Circulating Extracellular Vesicles
**Source:** Front Immunol. 2022 Jan 18;12:824696. doi: 10.3389/fimmu.2021.824696
**Supplement:** Supplementary file 2

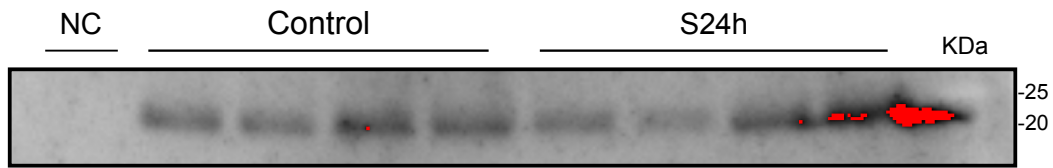

**Supplementary figure 1.** Validation of MS identification of the  $\alpha$ -synuclein expression in the serum EVs. Serum EVs from the control and S24h groups were additionally purified by the bead-based method (see Methods and Materials) and subjected to the western blot using  $\alpha$ -synuclein antibodies. SDS-PAGE was run under non-reducing conditions. NC, negative control.

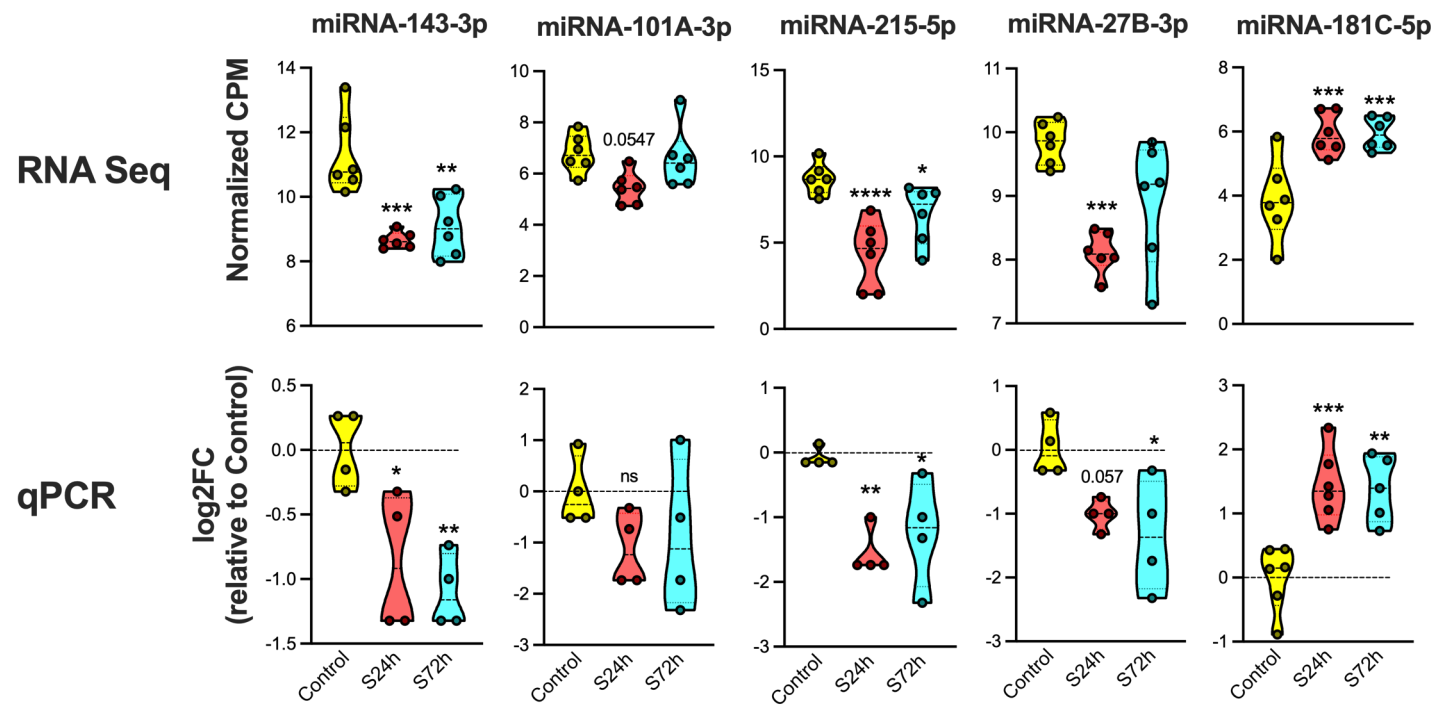

**Supplementary figure 2.** Validation of RNA-seq data. Expression of selected miRNAs was tested using the qPCR approach (see Materials and Methods). Upper panel, RNA-seq based miRNA expression data. Lower panel, expression of the same miRNAs as to the qPCR data.

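Levels of the miRNAs of the upper panel were computed as CPM, given as mean ± SD of 6 mice per group. mmu-miR-27b-3p was at 8273 ± 2432 in the Control group, 10379 ± 2500 in S6h, 2499 ± 654 in S24h and 4899 ± 3367 in S72h. It was called lower at 24 h under each alternative tried, and at 72 h its log2 fold change was -0.70 (standard error 0.32, edgeR adjusted p = 0.213). mmu-miR-215-5p was at 4279 ± 2593, 3771 ± 1421, 313 ± 387 and 1271 ± 1154 in the same order. Its log2 fold change was -3.98 at 24 h (standard error 0.94, edgeR adjusted p = 0.00743, lower in 6 of 6 libraries) and -1.68 at 72 h (0.85, 0.275), and with the hemolysis index as a covariate the 24 h adjusted p from edgeR was 0.107 (log2 fold change -3.42, standard error 1.02). mmu-miR-101a-3p was at 1027 ± 476, 937 ± 658, 388 ± 216 and 969 ± 804. Its log2 fold change at 24 h, -1.58 (standard error 0.55), was lower in 6 of 6 libraries and did not pass edgeR (adjusted p = 0.0540), and DESeq2 gave an adjusted p = 0.0418. At 72 h its log2 fold change was 0.23 (0.54, 0.888), and -0.68 without S72h replicate 4. mmu-miR-181c-5p was at 137 ± 141, 226 ± 35.5, 563 ± 282 and 512.5 ± 187, and its log2 fold change at 72 h was 1.92 (standard error 0.63, edgeR adjusted p = 0.0599, higher in 6 of 6 libraries), with an adjusted p = 0.0138 by DESeq2. At 6 h, the log2 fold changes were 0.41 for mmu-miR-27b-3p, -0.11 for mmu-miR-215-5p, -0.01 for mmu-miR-101a-3p, 0.75 for mmu-miR-181c-5p and 0.29 for mmu-miR-143-3p, the other miRNA of the panel, and edgeR called none of them (adjusted p = 0.991 each), nor did DESeq2 or limma-voom.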

## Down-regulated at 24h miRNAs

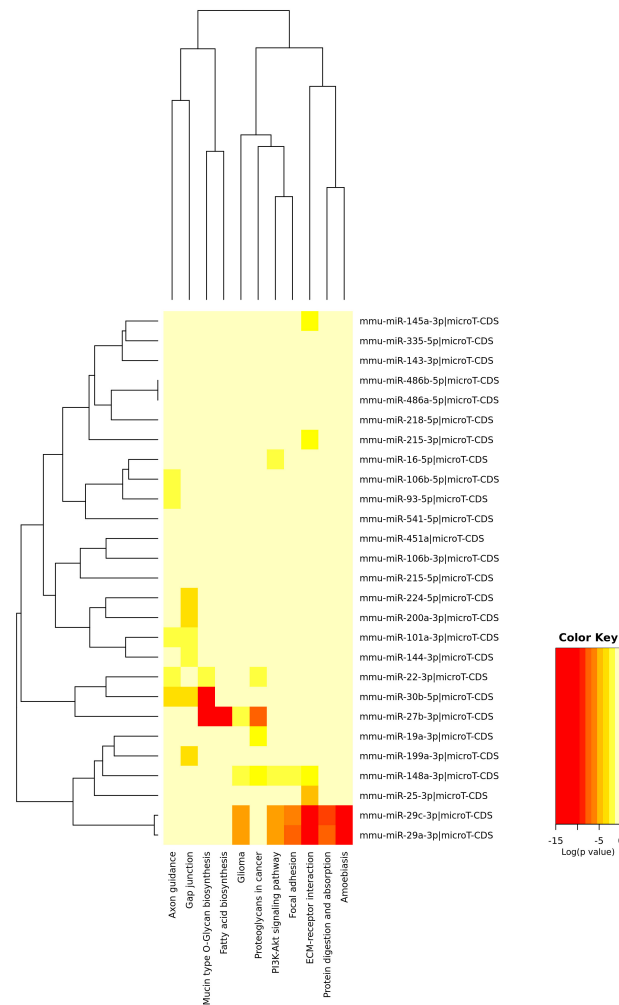

## Up-regulated at 24h miRNAs

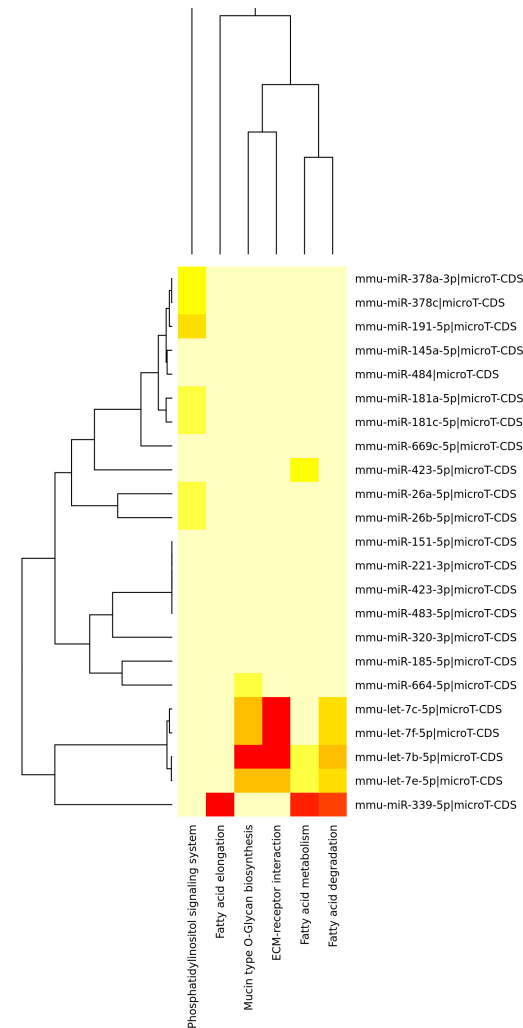

**Supplementary figure 3.** Association of differentially expressed miRNAs with KEGG pathways. Left panel, heatmap depicting the level of enrichment with KEGG pathways of the down-regulated at 24 h post-surgery miRNAs. Right panel, identical heatmap constructed for up-regulated miRNAs. In the center, color code bar. Heatmaps were produced using the Diana miRPath online tool (see Materials and Methods).

How the deposited data were processed for this re-analysis (not part of the article)

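Small RNA sequencing of serum EVs from 24 mice was used, with 6 mice in each of the Control, S6h, S24h and S72h groups and 1 library per mouse. The authors made the deposited counts from the reads by removing adapters with cutadapt, aligning to the mouse genome GRCm38 with Bowtie, keeping reads of miRNA length and counting them per mature miRNA with featureCounts. The values were raw counts of 1966 mature miRNAs. The totals were 63956 to 471801 counts per library (median 115242), and a count of 0 leaves room for up to 6.36 CPM in the deepest library and up to 46.9 CPM in the shallowest. How reads with several alignments were counted, and whether strand was used, is not given in the sources used here. Groups were taken from the sample labels.

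CPM were computed over the library totals. The 252 miRNAs with at least 10 CPM in at least 12 libraries were tested in R 4.3.3 with edgeR 4.0.16, with TMM scaling, the robust quasi-likelihood test and a joint fit of the 4 groups. A miRNA was called at an adjusted p under 0.05 (Benjamini-Hochberg within a comparison) with a fold change above 1.5. S6h, S24h and S72h were compared with the Control group, and the surgery groups with each other. For miRNAs with a fold change against a group at 0 counts, a floor of 3 counts over the group gave a bound, and for 1 to 3 counts a 95% counting interval was computed. PCA used log2(CPM + 1), centred per miRNA. PC1 scores, the hemolysis index and log2 totals were compared by exact permutation of 6 against 6 mice (924 arrangements, two-sided, smallest p 0.00216).

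Lists of miRNAs were fixed before the data were examined: erythrocyte, platelet, skeletal and cardiac muscle, hepatocyte, epithelium, mesenchymal and smooth muscle, neural, leukocyte and inflammation-responsive lists, the let-7, miR-29 and miR-30 families, the miR-17-92 and paralogous clusters and the Dlk1-Dio3 cluster. To these came the extracellular matrix, fatty acid and phosphatidylinositol groups of the study and its 27 down-regulated and 23 up-regulated miRNAs. The paper names members of several fixed lists, among them let-7, miR-29 and Dlk1-Dio3 miRNAs, as dysregulated in the same libraries. Tests of those lists are therefore not independent evidence. The 19 lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, and with fry.

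The named miRNAs were up to 12 per direction with the smallest p among those called in a comparison, the miRNAs named by the paper's text or Supplementary Figure 2, those the paper lists at 72 h and not at 24 h, the miRNAs of the hemolysis index, and members of the lists as examples. The rule was set before the data were examined, but fold changes in the paper's supplementary tables had been seen. Loci and hairpins were read from the GRCm38 annotation and genome.

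The alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, RLE scaling, upper-quartile scaling, no scaling, no filter, the filterByExpr filter, 10 CPM in 6 libraries, no fold threshold, only the groups compared in the fit, the erythrocyte list left out, the hemolysis index as a covariate, the replicate number as a block, and each library left out in turn. For list tests, limma-voom was also tried, for the PCA other pseudocounts, scaled totals and unit variance, and for the filter 10 CPM in all 24 libraries. The other alternatives were chosen after seeing the data: at least 3 counts in 12 libraries, Control replicate 4 and S72h replicate 4 left out together, and libraries thinned to the smallest total (10 draws). For each comparison 100 of 462 splits of the libraries were drawn. In 100 simulations all 24 libraries were drawn from the same mean per miRNA, so that pairs of unchanged groups shared simulated controls.

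The edgeR test was tested on simulated data with the spread and depth of the S24h and Control libraries. It recovered 52.0% of 100 miRNAs changed by a log2 of 2 and 11.0% of 100 changed by a log2 of 1, none with the wrong sign, and called 0.124% of 808 unchanged ones. The observed share of false calls was 1.56%. Between replicates the variance was at least 16.6 times that of counting alone in each of 60 pairs of libraries.

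The C24-72h control mice, the proteomics, the qPCR, the western blots and the particle measurements were not analysed here.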

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

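The tests of depth, of the sets of animals, of erythrocyte RNA and of muscle RNA picked up at blood sampling were chosen only after the result was seen, whereas the other splits of the libraries and the muscle list without each S6h library were set before it.

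For each comparison 100 splits of the libraries were drawn, the real one included, so 1 of 100 was the smallest share possible. Only the real split gave as many as 31 calls for S24h against Control (highest other 3) and 8 for S72h against Control (highest other 5). The same held for the 50 of S24h against S6h (highest other 20) and the 30 of S72h against S6h (highest other 17). This argues against chance for these counts. The 8 of S72h against Control is the least secure. It fell to 0 without S72h replicate 5, to 1 without S72h replicate 3 and to 0 with only these groups in the fit. For S6h against Control edgeR called 0, so that 100 of 100 splits give as many by construction and the count tests nothing (highest other 2, with 8 miRNAs at an unadjusted p under 0.05 in the real split, and 0 calls by DESeq2 and by limma-voom). Chance cannot be excluded for S72h against S24h, where 14 of 100 splits gave as many as the real 1. There the highest other split called 6, and 86 of the others called 0.

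The Control and S6h groups stood apart from the S24h and S72h groups, with 50 miRNAs differing between S24h and S6h (33 without S6h replicate 4 or S6h replicate 6, 32 without S24h replicate 3) and 30 between S72h and S6h (18 without S6h replicate 6, 17 without S72h replicate 5) when the surgery groups were tested directly. A difference in depth is argued against, since libraries thinned to the smallest total gave a median of 37.5 calls at 24 h against 31 at full depth. A difference between the sets of animals, which S24h and S72h share, cannot be told apart from the time after surgery, because the Control mice were of the set of the S6h mice. The daily analgesia of the S24h and S72h groups cannot be told apart from the time after surgery either. mmu-miR-541-5p was at least 33.1-fold higher in S72h than in S24h by a floor of 3 counts over the group (edgeR adjusted p = 0.000793, limma-voom adjusted p = 0.250), and PC1 did not differ past the threshold (-11.8, exact permutation test, two-sided, adjusted p = 0.0837, and -15.0 with 0.0289 without S72h replicate 2 or -14.4 with 0.0462 without S72h replicate 5). An effect of surgery that begins between 6 h and 24 h also stays open.

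Erythrocyte miRNAs were lower at 24 h, 5 of 8 by edgeR, all 8 below 0 with TMM and RLE and 6 of 8 with no scaling or upper-quartile scaling. An unequal share of erythrocyte RNA as the whole cause of the calls at 24 h is argued against by the 5 of the 31 that were still called with the hemolysis index as a covariate, when the median size of the log2 fold change was 74.2% of that without it (1.42 to 1.05, median standard error 0.36 to 0.37). Of the other 26, mmu-miR-181c-5p had a larger log2 fold change with the covariate (1.81 to 2.29) and mmu-miR-199a-3p, mmu-miR-145a-5p, mmu-miR-148a-3p and mmu-miR-19a-3p moved by less than 10%, all 5 with larger standard errors, so these lost calls do not speak for erythrocyte RNA, which stays open for the others. A shift of the scaling by the erythrocyte counts is also argued against, since 25 of the 26 other miRNAs called at 24 h were still called with the list left out. Whether the fall of the erythrocyte miRNAs themselves, 0 of 5 still called with the covariate, came from hemolysis at sampling or from the surgery stays open, because the index holds mmu-miR-451a.

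The muscle miRNAs were higher at 6 h as a list by limma's camera with a preset correlation (adjusted p = 9.92e-06), with 6 of 6 members above 0 under each scaling and 0 called by edgeR. The list did not pass camera with an estimated correlation (adjusted p = 0.0567) or limma's fry (adjusted p = 0.133). The paper does not report this signal for miRNAs. For glycogen phosphorylase proteins it proposes injured muscle as the most probable source of the EVs. It also relates a cluster of muscle proteins that rose at 24 h to muscle disrupted by the surgery. At 24 h the share of muscle miRNA counts was 3.03% ± 1.05 (SD, n = 6 mice). A single S6h library as the source of the miRNA signal is argued against by the shares of counts, which lay above every Control library in 5 of 6 S6h libraries. Without each S6h library the median log2 fold change of the list was 1.59 to 2.02. The highest adjusted p of camera was then 0.000226, with the preset correlation of 0.01. The estimated correlation of the list was 0.295, so this p cannot decide the question. The share of muscle miRNA counts was 15.3% ± 8.46 in S6h and 5.58% ± 2.01 in the Control group (SD, n = 6 mice each, exact permutation test, two-sided, p = 0.00649), with 6 of 6 S6h libraries above the Control mean. By the paper's methods, blood was drawn by needle from the heart's left ventricle, and the list holds cardiac muscle miRNAs. Muscle RNA picked up at blood sampling cannot be told apart from RNA released after the fracture, because S72h replicate 1, of a group sampled later, held 23.8%, more than the S6h mean. The injury of muscle at the fracture stays open and was not tested.

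Single libraries lay far from the other 5 of their group in 12 of 96 groups of values tested with Dixon's criterion, and these came from 6 libraries. Chance gives 4.8 for normal and independent values. Several of the values overlap, as the muscle list holds mmu-miR-1a-3p and the hemolysis index mmu-miR-451a, so 12 against 4.8 is a rough comparison. Control replicate 1 had a total of 263211 counts and S6h replicate 4 of 471801. Control replicate 4 had a PC2 score of -34.5 and 16792 CPM of mmu-miR-16-5p. S72h replicate 6 had a hemolysis index of 0.44, 12990 CPM of mmu-miR-143-3p, 448 CPM of mmu-miR-29c-3p and 80435 CPM of mmu-miR-451a. S72h replicate 1 had 23.8% of its counts in the muscle list and 189945 CPM of mmu-miR-1a-3p. S72h replicate 4 had 2544 CPM of mmu-miR-101a-3p. It also had 9.02 CPM of mmu-miR-511-5p, which is the 1 count of this miRNA in the S72h group.

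The paper's text does not discuss mmu-miR-511-5p, whose 76 counts in the Control group and 1 in S72h gave a ratio of 68.1 (95% counting interval 11.9 to 2724, edgeR adjusted p = 0.0317, lost without S72h replicates 2, 3 or 5 at 0.0541, 0.0530 and 0.0636, with only the groups compared in the fit at 0.0918 and, at a fitted log2 fold change that went from -5.53 to -5.51, with the hemolysis covariate at 0.0825).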

How the results depend on the processing

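The 3-count filter, the thinning and leaving out Control replicate 4 and S72h replicate 4 together were chosen after seeing the data; the cause of a change was not tested unless stated. At 24 h the count of 31 lay between 23 (without Control replicate 5) and 42 (without S24h replicate 2) with each library left out, within 1.5 times of it. Depth limits the miRNAs near the filter, since 10 CPM was under 1 count in 9 libraries, while thinning to the smallest total gave 37.5 calls at 24 h. On simulated data with the spread and depth of these libraries edgeR recovered 11.0% of miRNAs changed by a log2 of 1. With no fold threshold the counts at 24 h and 72 h were the same 31 and 8.

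DESeq2 called 50 at 24 h, 21 at 72 h, 4 in S72h against S24h and 17 at both 24 h and 72 h. limma-voom called 47 at 24 h and 0 in S72h against S24h (23 at an unadjusted p under 0.05, against 26 by edgeR). No scaling gave 4 at 72 h and 2 at both times, upper-quartile scaling 21 and 15, and filterByExpr 23 and 16. No filter gave 4 in S72h against S24h, and 10 CPM in 24 libraries kept 117 miRNAs. With only the groups compared in the fit edgeR called 1 at 6 h, 0 at 72 h (44 at an unadjusted p under 0.05), 0 in S72h against S24h (17 at an unadjusted p under 0.05) and 0 at both times. With the hemolysis covariate it called 6 at 24 h, 1 at 72 h, 32 in S24h against S6h and 1 at both times. The 3-count filter gave 19 at 72 h and 14 at both times, Control replicate 4 and S72h replicate 4 left out 3 and 2, and thinning a median of 14 at 72 h.

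With each library left out in turn, the count at 72 h ran from 0 (without S72h replicate 5, 39 at an unadjusted p under 0.05) to 20 (without S72h replicate 1). It was 13 without Control replicate 3, 4 without Control replicate 4, 5 or 6, 17 without S24h replicate 6, and 4, 1, 5 and 14 without S72h replicate 2, 3, 4 and 6. The count of S72h against S24h ran from 1 to 4 (without S72h replicate 2), and was 2 without S6h replicate 3, S24h replicate 2, S24h replicate 6 or S72h replicate 5. S24h against S6h ran from 32 (without S24h replicate 3) to 58 (without Control replicate 4), with 33 without S6h replicate 4 or S6h replicate 6. S72h against S6h ran from 17 (without S72h replicate 5) to 35 (without S6h replicate 3), with 18 without S6h replicate 6. The overlap of 6 ran from 0 (without S72h replicate 5) to 10 (without S72h replicate 1), with 3 without Control replicate 4 or S72h replicate 4, 2 without Control replicate 5, Control replicate 6 or S72h replicate 2, and 1 without S72h replicate 3. PC1 of S6h against Control ran from -1.92 (without Control replicate 5) to 1.08 (without Control replicate 2), and was 0.23 without Control replicate 1, 0.48 without S6h replicate 4 and 0.56 without S6h replicate 6. PC1 of S72h against Control ran from 13.8 (without S72h replicate 2) to 19.3 (without S72h replicate 6), and 16.4 without Control replicate 4 did not pass (exact permutation test, two-sided, adjusted p = 0.0563). PC1 of S72h against S24h ran from -15.0 (without S72h replicate 2) to -8.91 (without S72h replicate 6). The hemolysis index at 24 h ran from -1.25 (without S24h replicate 1) to -0.75 (without Control replicate 4), and mmu-miR-451a against all other counts gave -1.33.

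At 72 h the direction of 5 named miRNAs that were not called turned. mmu-miR-499-5p (-0.06) was 1.11 by limma-voom, 0.11 with upper-quartile scaling, 0.10 with filterByExpr, 0.039 with only the groups compared and 0.021 with the hemolysis covariate, and -0.37 (without S72h replicate 6) to 0.62 (without Control replicate 3). mmu-miR-1a-3p (0.36) was -0.93 by limma-voom and -0.54 with the replicate block, and -1.19 (without S72h replicate 1) to 0.61 (without S72h replicate 3). mmu-miR-101a-3p (0.23) was -0.38 by limma-voom, -0.086 with no scaling and -0.083 with the replicate block, and -0.68 (without S72h replicate 4) to 0.48 (without Control replicate 4). mmu-miR-23a-3p (-0.02) was 0.14 with upper-quartile scaling, 0.12 with filterByExpr and 0.068 with only the groups compared, and -0.23 (without S72h replicate 1) to 0.15 (without Control replicate 3). mmu-miR-674-5p (0.06) was -0.35 (without S72h replicate 5) to 0.36 (without S72h replicate 4).

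The list tests by limma's camera that passed with a preset correlation gave these adjusted p with an estimated correlation, and then by limma-voom with an estimated correlation. At 6 h these were 0.0567 and 0.110 for skeletal and cardiac muscle. At 24 h they were 0.132 and 0.0935 for Dlk1-Dio3, 0.113 and 0.0914 for each of epithelium, erythrocyte, miR-17-92 and miR-29, 0.147 and 0.130 for let-7, 0.0523 and 0.0717 for the extracellular matrix group and 0.0677 and 0.0717 for the fatty acid group. At 72 h they were 0.123 and 0.128 for Dlk1-Dio3, 0.165 and 0.157 for epithelium, 0.123 and 0.0871 for erythrocyte, 0.148 and 0.157 for let-7, 0.148 and 0.139 for miR-17-92, 0.172 and 0.168 for the extracellular matrix group, and 0.0666 and 0.0837 for each of the fatty acid group and the 27 down-regulated miRNAs. For S72h against S24h they were 0.254 and 0.390 for the extracellular matrix group and 0.635 and 0.567 for the 23 up-regulated miRNAs, while the 27 down-regulated miRNAs kept the call with an estimated correlation and lost it by limma-voom (0.0732). By limma's fry, all of these lists passed at 24 h and 72 h (highest adjusted p = 0.0213), and muscle at 6 h did not (0.133). In S72h against S24h fry passed the extracellular matrix group (0.0274) and the 27 (0.0196), and not the 23 (0.622).

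Replicate numbers of different groups mark different mice. The median correlation of 36 pairs of libraries with the same number was -0.00664, and 6 of 24 libraries correlated best with their own number. With the replicate number as a block edgeR called 33 miRNAs at 24 h and 8 at 72 h, which are not all the same miRNAs. Not called with the block were mmu-miR-148a-3p (edgeR adjusted p = 0.0675) and mmu-miR-19a-3p (0.0563) at 24 h, and mmu-let-7c-5p (0.0501) and mmu-miR-511-5p (0.0551) at 72 h.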

Differences from the paper's values

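Counts were taken to differ where the larger was more than 1.5 times the smaller, which compares numbers of miRNAs and not which miRNAs were called. At the paper's stated thresholds of adjusted p and fold change, edgeR called 31 dysregulated miRNAs at 24 h, where the paper gives 50. DESeq2, the tool that the paper's methods name, gave the same 50 miRNAs. Within 1.5 times of 50, but not at it, were limma-voom with 47, RLE scaling 42, no scaling 37, upper-quartile scaling 46, no filter 38, filterByExpr 38, 10 CPM in 6 libraries 46 and only the groups compared in the fit 38. No fold threshold (31), the replicate block (33), the erythrocyte list left out (26) and the hemolysis covariate (6) were not. Of the up-regulated miRNAs at 24 h, the paper lists 23 and edgeR called 10. DESeq2 gave 23. limma-voom (17), RLE scaling (20), no scaling (16), upper-quartile scaling (26), filterByExpr (19) and 10 CPM in 6 libraries (16) were within 1.5 times of 23, and no filter (12), only the groups compared (13), no fold threshold (10), the erythrocyte list left out (9), the hemolysis covariate (0) and the replicate block (12) were not.

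At 72 h the paper gives 21 dysregulated miRNAs and edgeR called 8. DESeq2 (the same 21 miRNAs), upper-quartile scaling (21) and filterByExpr (23) were within 1.5 times of it, and limma-voom (10), RLE scaling (10), no scaling (4), no filter (8), 10 CPM in 6 libraries (7), only the groups compared (0), no fold threshold (8), the erythrocyte list left out (6), the hemolysis covariate (1) and the replicate block (8) were not. By direction, the paper's supplement gives 13 up-regulated and 8 down-regulated miRNAs, and edgeR called 4 and 4. DESeq2 (13 and 8) and filterByExpr (17 and 6) were within 1.5 times of both, upper-quartile scaling (16 and 5) of the up-regulated count, and the others of neither. With at least 3 counts in 12 libraries, a filter chosen after seeing the values, edgeR called 19 at 72 h, which drops 5 of the 21 miRNAs that the paper calls.

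The paper gives 17 miRNAs dysregulated at both times, and edgeR shared 6. DESeq2 (17), upper-quartile scaling (15) and filterByExpr (16) were within 1.5 times of 17, and limma-voom (8), RLE scaling (6), no scaling (2), no filter (5), 10 CPM in 6 libraries (5), only the groups compared (0), no fold threshold (6), the erythrocyte list left out (4), the hemolysis covariate (1) and the replicate block (6) were not. The paper gives 4 miRNAs dysregulated at 72 h and not at 24 h, where edgeR called 2 and DESeq2 4.

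All 31 miRNAs that edgeR called at 24 h are among the paper's 50, and all 50 have the sign that the paper gives. The calls by limma-voom, upper-quartile scaling, no filter, 10 CPM in 6 libraries and only the groups compared include 9, 4, 9, 12 and 3 miRNAs that are not among the 50. Of the 19 that edgeR did not call, DESeq2 called 19, limma-voom 8, RLE scaling 11, no scaling 7, upper-quartile scaling 12, no filter 2, filterByExpr 9, 10 CPM in 6 libraries 4, only the groups compared 5, the replicate block 3, and, chosen after seeing the values, the 3-count filter 10 (it drops 11 of the 50) and Control replicate 4 and S72h replicate 4 left out 2 (19 dropped). At 72 h edgeR called 7 of the paper's 21, and mmu-miR-511-5p besides. The calls by upper-quartile scaling and filterByExpr include 6 and 7 miRNAs that are not among the 21. Of the 14 that edgeR did not call, DESeq2 called 14, limma-voom 4, RLE scaling 1, upper-quartile scaling 9, no filter 2, filterByExpr 9, the replicate block 2, and, chosen after seeing the values, the 3-count filter 9 (5 of the 21 dropped) and both libraries left out 1 (19 dropped).

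The paper lists mmu-let-7e-5p, mmu-let-7f-5p, mmu-miR-339-5p, mmu-miR-378a-3p, mmu-miR-378c, mmu-miR-26b-5p and mmu-miR-181a-5p as up-regulated at 24 h and mmu-miR-101a-3p as down-regulated, and edgeR called none of these 8 (adjusted p = 0.0560, 0.0879, 0.0602, 0.0995, 0.0540, 0.0540, 0.143 and 0.0540), whereas DESeq2 called all 8.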

Other observations

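The 3 measured hepatocyte miRNAs had log2 fold changes below 0 at 6 h under each scaling, with a median of -1.15, and as a list did not pass (limma's camera, adjusted p = 0.0686). Among them, mmu-miR-122-5p had a log2 fold change of -2.64 (standard error 1.24, edgeR adjusted p = 0.991) and lay below the Control mean in 6 of 6 S6h libraries. Of 10 leukocyte miRNAs 4 lay above 0 and 6 below at 6 h under each scaling, with a median of -0.081 (limma's camera, adjusted p = 0.892). edgeR called 0 miRNAs of both lists, also when adjusted over each list alone, with mmu-miR-122-5p and mmu-miR-150-5p at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 miRNAs at 6 h.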
